# Quantitative proteomic analyses reveal that GPX4 downregulation during myocardial infarction contributes to ferroptosis in cardiomyocytes

**DOI:** 10.1038/s41419-019-2061-8

**Published:** 2019-11-04

**Authors:** Tae-Jun Park, Jei Hyoung Park, Ga Seul Lee, Ji-Yoon Lee, Ji Hye Shin, Min Wook Kim, Yong Sook Kim, Jeong-Yoon Kim, Kyoung-Jin Oh, Baek-Soo Han, Won-Kon Kim, Youngkeun Ahn, Jeong Hee Moon, Jaewhan Song, Kwang-Hee Bae, Do Han Kim, Eun-Woo Lee, Sang Chul Lee

**Keywords:** Protein-protein interaction networks, Necroptosis, Heart failure

## Abstract

Ischaemic heart disease (IHD) is the leading cause of death worldwide. Although myocardial cell death plays a significant role in myocardial infarction (MI), its underlying mechanism remains to be elucidated. To understand the progression of MI and identify potential therapeutic targets, we performed tandem mass tag (TMT)-based quantitative proteomic analysis using an MI mouse model. Gene ontology (GO) analysis and gene set enrichment analysis (GSEA) revealed that the glutathione metabolic pathway and reactive oxygen species (ROS) pathway were significantly downregulated during MI. In particular, glutathione peroxidase 4 (GPX4), which protects cells from ferroptosis (an iron-dependent programme of regulated necrosis), was downregulated in the early and middle stages of MI. RNA-seq and qRT-PCR analyses suggested that GPX4 downregulation occurred at the transcriptional level. Depletion or inhibition of GPX4 using specific siRNA or the chemical inhibitor RSL3, respectively, resulted in the accumulation of lipid peroxide, leading to cell death by ferroptosis in H9c2 cardiomyoblasts. Although neonatal rat ventricular myocytes (NRVMs) were less sensitive to GPX4 inhibition than H9c2 cells, NRVMs rapidly underwent ferroptosis in response to GPX4 inhibition under cysteine deprivation. Our study suggests that downregulation of GPX4 during MI contributes to ferroptotic cell death in cardiomyocytes upon metabolic stress such as cysteine deprivation.

## Introduction

Heart disease is the leading cause of death worldwide, and ischaemic heart disease (IHD), also known as coronary artery disease (CAD), is the most common type of heart disease^1^. Cardiac ischaemia can induce the death of cardiomyocytes, and the damaged heart tissues are immediately replaced with fibrotic scar tissue^2^. The scar tissue consists of proliferating fibroblasts, which cannot compensate for contraction function. Therefore, the loss of cardiomyocytes eventually leads to heart failure. Various cell death pathways were suggested to contribute to the loss of cardiomyocytes during MI^3,4^. Extrinsic apoptotic signals through death receptor induce the disruption of cardiac homeostasis^5^. In addition, intrinsic apoptotic pathways lead to the disruption of mitochondrial integrity by activating proapoptotic factors, thereby contributing to the death of cardiomyocytes^6^. Opening of the mitochondrial permeability transition pore (mPTP) by the elevated Ca^2+^ levels in mitochondria is associated with necrotic cell death resulting in cardiac dysfunction^7^. In addition, recent studies reported that necroptosis, which is activated by receptor interacting protein kinases (RIPKs), represents a promising target for cardiovascular diseases^8–10^. Necrostatin-1 (Nec-1), a RIPK1 inhibitor, exhibited cardioprotective effects in various cardiovascular disease models^10–14^.

Oxidative stress is also known to mediate cardiac tissue damage by inducing cardiomyocyte death^15,16^. Reduced expression or activity of several antioxidant enzymes, including superoxide dismutase (SOD), glutathione peroxidase 1 (GPx1) and catalase (CAT), during MI has been reported to be associated with an increase in reactive oxygen species (ROS)^17^. Upon MI, the levels of glutathione (GSH), a key cellular antioxidant, were decreased in cardiomyocytes and heart tissues due to deregulated glucose metabolism and growth factor signalling, contributing to cardiomyocyte death^18,19^. Restoration of GSH levels by exogenous GSH supplementation enhanced myocardial resistance to ischaemia-reperfusion^20^. Furthermore, several antioxidants relieved the symptoms of MI in clinical studies, suggesting that excessive ROS contributes to the progression of MI^16^.

Ferroptosis is a lipid ROS-induced cell death programme that is dependent on intracellular iron and exhibits features different from those of other types of cell death^21,22^. Among the GPx family members, GPX4 is known for specifically catalysing the reduction of lipid peroxides, thereby removing lipid ROS^23^. GPX4 depletion in cells and mice results in the accumulation of lipid peroxides and lipid ROS in a 12/15-lipoxygenase (12/15-LOX)-dependent manner, leading to cell death^21,22^. The reduction of lipid peroxides by GPX4 requires the oxidation of GSH, which acts as an electron donor^23^. Since GSH is mainly synthesized from cysteine, inhibition of cystine/glutamate transporter (SLC7A11/xCT) or deprivation of cysteine results in depletion of GSH, thereby inducing ferroptosis^24–26^. In addition, an importance of the transsulfuration pathway in terms of the regulation of intracellular GSH levels and ferroptosis in certain cell types was reported^27,28^. Biochemical analysis suggests that long-chain polyunsaturated fatty acids (PUFAs), such as adrenic and arachidonic acid, anchored in several phospholipids, such as phosphatidylethanolamine, are the primary targets of lipid peroxidation^29–31^. Specific inhibitors of ferroptosis, such as ferrostatin-1 (Fer-1) and liproxstatin-1 (Lip-1), were identified, and these inhibitors act as radical-trapping antioxidants (RTAs) specifically removing radicals in phospholipids, thereby suggesting that they are much more potent than general ROS scavengers in terms of protecting cells from ferroptosis^21,32,33^.

To understand the progression of MI, we recently reported mRNA and miRNA changes during MI at different stages. Here, we reported proteomic alterations that occurred in the mouse model of MI and identified that GPX4 is a significantly downregulated protein during MI, contributing to the ferroptosis of cardiomyocytes.

### Proteome analysis reveals that GPX4 protein levels decrease during myocardial infarction

To understand the molecular mechanism underlying the progression of MI, we recently generated a mouse model of MI by left anterior descending (LAD) ligation at three different stages (1 day: early; 1 week: middle; 8 weeks: late)^34^ and confirmed the hearts to be hypertrophic by the reduced left ventricular (LV) fractional shortening (FS) and ejection fraction (EF) (Fig. 1a–c). Via the echocardiography on heart tissue showing relatively equivalent damage, we analysed the changes in mRNA and miRNA levels^34^. In addition to transcriptomic analysis, we performed quantitative proteomic analysis using the same MI samples to identify key proteins involved in MI progression. 

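The infarcted left ventricle lost mRNA of cardiomyocyte genes at each stage, gained neutrophil genes at 1 day, and gained most macrophage genes at each stage and activated fibroblast genes at 1 week and 8 weeks. MI was compared with sham mice of the same stage in 3 mRNA libraries per group. Of 30 ventricular cardiomyocyte markers, 28 were lower at 1 day, 30 at 1 week and 19 at 8 weeks (28, 30 and 17 when adjusted over the list alone). Their median log2 fold changes were -1.32, -2.92 and -0.82. Pln, the inhibitor of the sarcoplasmic calcium pump, fell from 2175 ± 60.0 to 250.1 ± 59.9 FPKM (mean ± s.d., n = 3) at 1 day. Its protein is listed by the paper as up-regulated at that stage. All 13 neutrophil markers were higher at 1 day, also when adjusted over the list alone, with a median of 5.36. S100a9, an abundant calcium-binding protein of neutrophils, rose from 11.6 ± 4.05 to 3191 ± 979 FPKM. Of 21 macrophage markers, 13 were higher and 1 lower at 1 day, 20 and 1 at 1 week, and 19 and 0 at 8 weeks, with medians of 1.93, 3.84 and 2.39 and the same numbers over the list alone. Of 16 markers of activated fibroblasts, 7 were higher and 2 lower at 1 day and all 16 were higher at 1 week and at 8 weeks, again the same over the list alone, with medians of 0.35, 5.27 and 4.31. Postn, a matrix protein secreted by activated fibroblasts, rose from 25.9 ± 3.28 to 3256 ± 383 FPKM at 1 week. The test camera, which compares a list with all other genes, gave adjusted p of 3.64e-06, 4.35e-23 and 2.66e-17 for the cardiomyocyte markers, 1.73e-07 for the neutrophil markers at 1 day, 0.000627, 0.00204 and 0.00102 for the macrophage markers and 0.488, 0.00157 and 3.67e-06 for the activated fibroblast markers, with its preset correlation between genes of 0.01. With a correlation estimated from these libraries camera gave 0.841, 0.344 and 0.738 for cardiomyocyte, 0.472 for neutrophil, 0.841, 0.877 and 0.861 for macrophage and 0.877 and 0.861 for activated fibroblast markers, so none is kept. The direction of each of these medians was the same under 3 other scalings of the libraries.

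**Figure D1:**
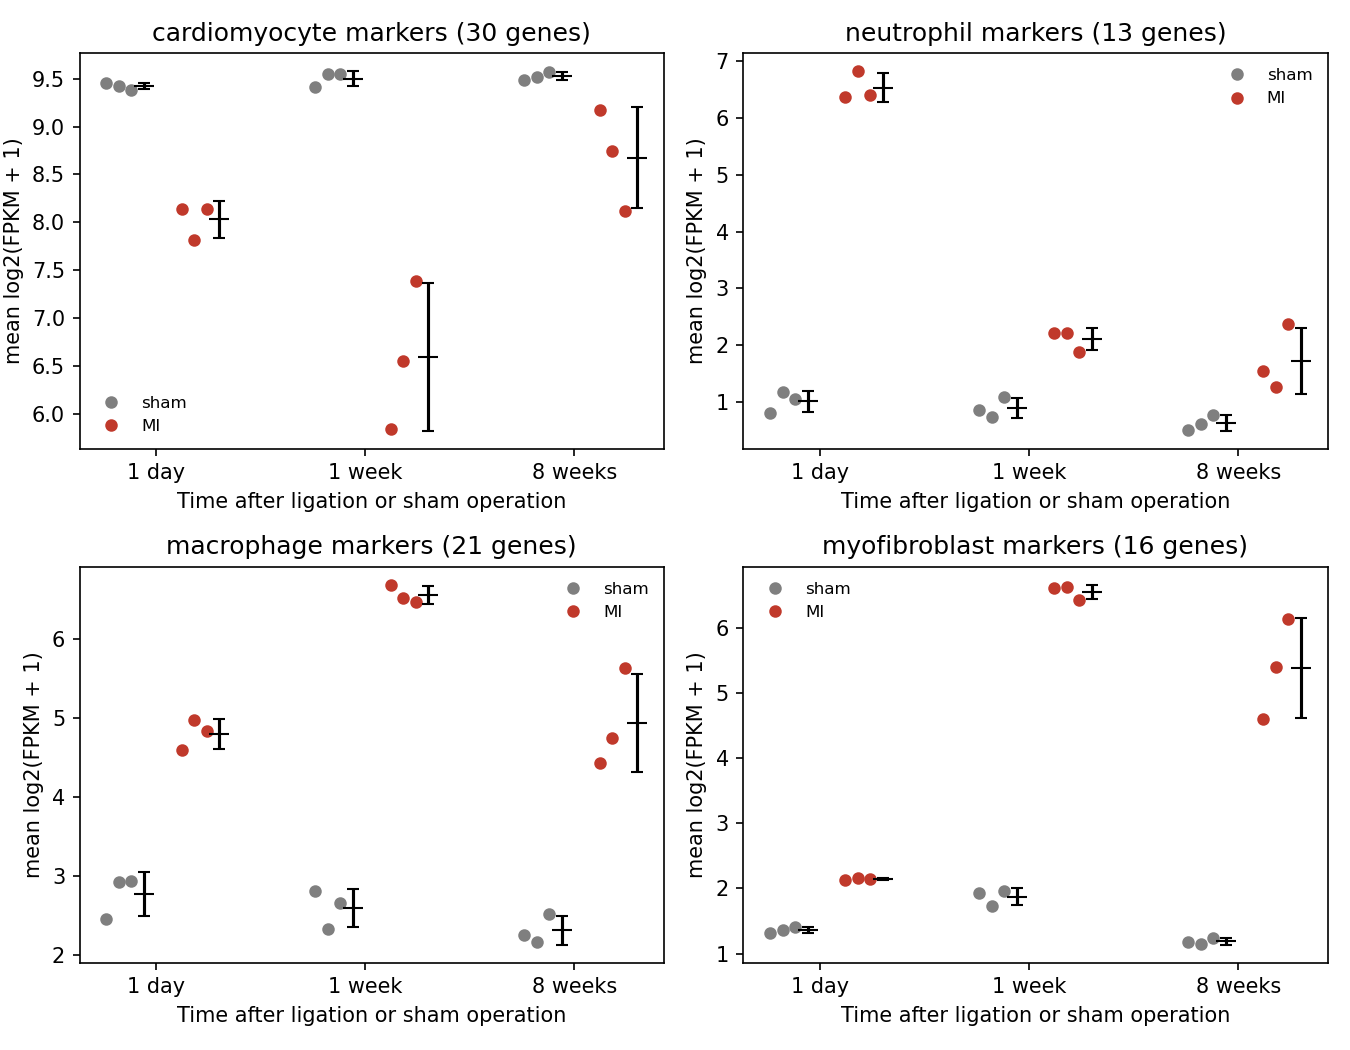
Mean log2(FPKM + 1) of marker genes in each mRNA library; points, libraries; bars, mean ± s.d.; grey, sham; red, MI. Cardiomyocyte markers lay at 9.411 to 9.548 in sham libraries and 5.843 to 7.39 in MI libraries at 1 week, and neutrophil markers at 0.817 to 1.179 and 6.369 to 6.825 at 1 day.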

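At 1 day the genes with the largest rises included the neutrophil genes Retnlg, a secreted resistin-like protein (0.798 ± 0.422 to 722 ± 202 FPKM), and Il1r2, the decoy receptor of interleukin 1 (log2 fold change 7.15). At 1 week they included Spp1, the macrophage and matrix protein osteopontin (0.400 ± 0.0654 to 616 ± 33.9 FPKM), and Gpnmb, a glycoprotein of phagocytes (6.89). At 8 weeks they included the scar matrix genes Comp (1.02 ± 0.270 to 569 ± 349 FPKM) and Fmod (6.92), a collagen-binding proteoglycan. The largest falls included Lrtm1, a membrane protein of striated muscle, at 1 day (-3.54), the carboxylesterase gene Ces1d (-4.15) at 1 week, and the muscle fructose bisphosphatase Fbp2 (-2.21) at 8 weeks. In all, 5111 genes were higher and 3935 lower at 1 day, 9365 and 2124 at 1 week, and 9056 and 1358 at 8 weeks. The authors deposited FPKM per gene, and log2(FPKM + 1) of the 12858 genes with at least 1 FPKM in at least 3 of the 18 libraries was tested with limma. The adjusted p (Benjamini-Hochberg) had to be below 0.05. The labels describe pooled mouse left ventricles and do not say that libraries are separate animals, so p-values measure only the spread between these samples. The scaling of FPKM is a limit: the median of all tested genes shifted by 0.09, 0.79 and 0.52 log2 at the 3 stages. The 100 most abundant genes of a library held 39.29 to 42.6 percent of FPKM with sham, and with MI 31.22 to 32.96 percent at 1 day, where the shift was small, 30.72 to 32.21 at 1 week and 29.53 to 38.55 at 8 weeks. Changes called relative in later passages have this shift taken off. Of the changed genes 81.5 and 87 percent were higher at 1 week and 8 weeks, against 50.1 and 41.8 percent after quantile normalization, under which 1814 and 1733 genes were called in the other direction. With median-ratio factors 51.3 and 49 percent were higher, and 1753 and 1326 genes were called in the other direction.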

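Muscle microRNAs fell and several microRNAs of myeloid cells and of fibrosis rose in ventricles with MI, in 3 small RNA libraries per group and stage. Of 9 muscle microRNAs, 7 were lower at 1 day, 9 at 1 week and 8 at 8 weeks, and 1, miR-208b-3p from the slow myosin gene Myh7, was higher at 8 weeks (log2 fold change 1.48, edgeR adjusted p 2.13e-05). The numbers over the list alone were the same. The cardiac and skeletal muscle miR-1a-3p fell from 14132 ± 1273 to 1526 ± 211 normalized CPM (mean ± s.d., n = 3) at 1 day. It fell from 10631 ± 736 to 403 ± 193 at 1 week and from 12654 ± 434 to 916 ± 335 at 8 weeks. The edgeR adjusted p were 9.14e-08, 3.37e-10 and 7.25e-09. These CPM, and those below, are scaled by the trimmed-mean factors of the edgeR tests, so they are not plain shares of the reads. The neutrophil and monocyte miR-223-3p rose from 162 ± 30.6 to 2790 ± 785 at 1 day (edgeR adjusted p 2.85e-10). Of 13 immune microRNAs 7 were higher at each stage, with 2, 5 and 5 lower (3, 5 and 5 over the list alone). miR-21a-5p, which promotes fibrosis in cardiac fibroblasts, rose from 2991 ± 67.6 to 44251 ± 5156 at 1 week (edgeR adjusted p 3.22e-12). Of 18 fibrosis microRNAs 8 were higher and 6 lower at 1 day, 11 and 5 at 1 week, and 10 and 6 at 8 weeks, the same over the list alone. Of 7 endothelial microRNAs, 3 were higher and 0 lower at 1 day, 2 and 5 at 1 week, and 2 and 3 at 8 weeks, the same over the list alone. In all, 98 microRNAs were higher and 126 lower at 1 day, 170 and 142 at 1 week, and 141 and 145 at 8 weeks, of 358 with at least 10 RPM in at least 3 libraries. These were edgeR quasi-likelihood tests on the deposited counts with trimmed-mean factors, with an adjusted p below 0.05. Reads assigned to microRNAs ranged from 12094554 to 15999649 (median 14885104) in the MI libraries of 1 day and from 36691903 to 39054674 (median 37522433) in their sham libraries. At 1 week they were 28647053 to 31798587 (median 30408286) with MI and 35125471 to 36362789 (median 35780254) with sham, and at 8 weeks 28778530 to 39735944 (median 33910677) and 32957817 to 37800899 (median 37227393). The share of changed microRNAs that were higher was 43.8, 54.5 and 49.3 percent, but 84.1, 80.8 and 77.3 percent when edgeR used library totals alone, so the balance of higher and lower microRNAs depends on the scaling.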

Heart tissues at each MI stage were pooled. Then, proteins were isolated, labelled with TMTs, and analysed using LC-MS/MS (Fig. 1a). As a result, we identified a number of proteins and summarized significantly upregulated or downregulated proteins (adjusted *p*-value < 0.05, |fold change| > 1.5) in mice at each stage of MI compared with those in sham mice (Supplementary Tables 1–4). A volcano plot shows that the overall tendency of protein levels increased during the early and middle stages of MI, while many significantly downregulated proteins were detected at the late stage of MI (Fig. 1d).

**Fig. 1:**
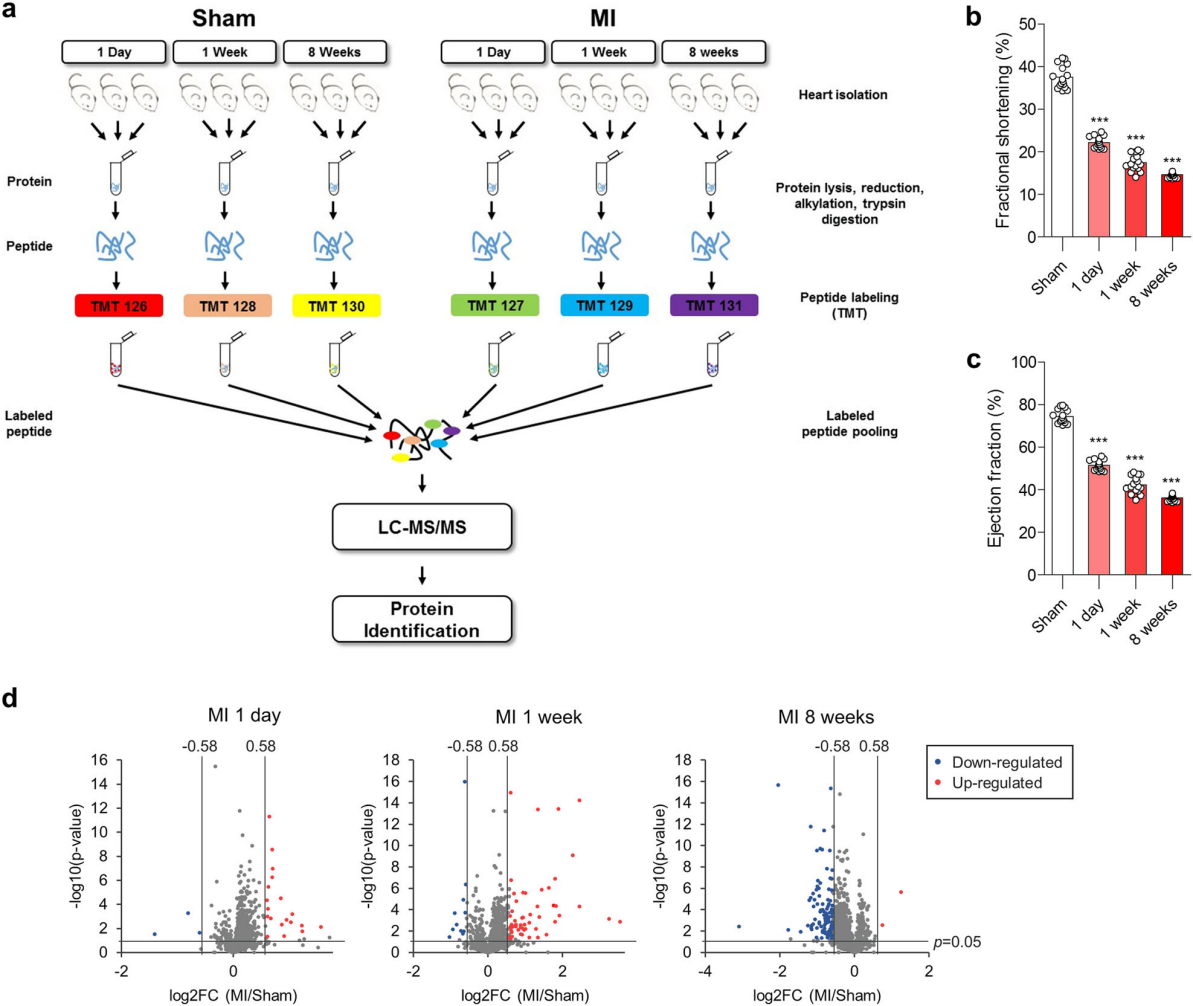
The protein and mRNA levels of GPX4 are downregulated during MI. **a** Schematic overview of tandem mass tag (TMT)-based quantitative proteomics analysis of MI mouse samples. Proteins were pooled from isolated heart tissue from mice at 1 day, 1 week, and 8 weeks of MI and from sham mice. Samples were reduced, alkylated and digested with trypsin. Samples labelled with TMT sixplex were analysed by LC-MS/MS. **b**, **c** Validation of the mouse model of MI by assessing cardiac function in terms of the fractional shortening (FS) (**b**) and LV ejection fraction (EF) (**c**) at each stage. The data are the mean ± s.d.; *n* = 16, with ***P < 0.001 compared with sham with a two-sided Student’s *t*-test. **d** Volcano plot showing proteins detected by LC-MS/MS at 1 day, 1 week, and 8 weeks post MI. Significantly upregulated or downregulated proteins (*p*-value < 0.05, |fold change| > 1.5) are marked in red or blue, respectively

To identify the key pathways altered in MI, we performed gene ontology (GO) analysis. GO analysis suggested that inflammation and immune pathways were strongly activated at the early and middle stages (Fig. 2a). In addition, several metabolic pathways such as the GSH, fatty acid, and oxidation-reduction pathways were downregulated at the early stage (Fig. 2a). In contrast, the most prominently altered processes at the late stage of MI were the inhibition of translation, RNA splicing and mRNA processing (Fig. 2a). Furthermore, many cellular pathways were deregulated, suggesting that the overall function of cardiomyocytes was collapsed (Fig. 2a). To identify the specific signalling pathways in detail, gene set enrichment analysis (GSEA) was performed. The results show that the interferon, IL-2-STAT5, and epithelial-mesenchymal transition (EMT) pathways were upregulated at the early stage of MI, while the ROS pathway, glycolysis, and fatty acid metabolism were downregulated at the middle stage (Fig. 2b). These results are correlated with our previous GSEA from transcriptome data, confirming the significant role of these pathways during the progression of MI^34^.

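In the mRNA libraries, most interferon and interleukin 2 response genes were higher at all stages and genes of fatty acid oxidation and oxidative phosphorylation fell. Of 53 interferon-induced genes, 47 were higher and 4 lower at 1 day, 49 and 0 at 1 week, and 44 and 2 at 8 weeks, the same over the list alone. Under other scalings the splits, written higher/lower, were 43/5 to 47/4, 37/8 to 38/8 and 29/9 to 30/7. Zbp1, a sensor of Z-form nucleic acid that can start necroptosis, rose from 0.846 ± 0.416 to 26.6 ± 4.79 FPKM at 1 day. The interferon-induced GTPase Gbp6 fell (log2 fold change -1.57), while the paper lists its protein as up-regulated at 1 day. Of 44 genes induced by interleukin 2 and STAT5, 37 were higher and 3 lower at 1 day and 41 and 2 at both later stages, the same over the list alone, and 36/3 to 37/3, 31/4 to 33/4 and 28/3 to 33/3 under other scalings. The urokinase receptor gene Plaur rose from 1.34 ± 0.288 to 114 ± 31.6 FPKM at 1 day, whereas Cish, a feedback inhibitor induced by STAT5, fell from 24.3 ± 8.49 to 4.91 ± 1.35 FPKM at 1 week. Of 35 fatty acid oxidation genes, 34 were lower at 1 day, 34 at 1 week and 33 at 8 weeks, the same over the list alone, and 34 or 35 under other scalings. Fabp3, the fatty acid carrier of heart muscle, fell from 3698 ± 198 to 328 ± 215 FPKM at 1 week. The only gene of the list that was higher was Acaa1a, a peroxisomal thiolase, at 1 week and 8 weeks (log2 fold change 0.20 and 0.22). It was lower under quantile normalization at both stages (-0.43 and -0.26), as with median-ratio factors (-0.73 and -0.47). Its call was also lost at 1 week without MI 2, MI 3, sham 1 or sham 2 (lowest value 0.16) and at 8 weeks without MI 3, sham 1 or sham 2 (lowest 0.15). All 76 oxidative phosphorylation genes were lower at 1 day and at 1 week and 72 at 8 weeks (74 over the list alone). The calcium pump gene Atp2a2, which marks cardiomyocytes, had log2 fold changes of -2.11, -3.34 and -1.65, so a loss of cardiomyocyte mRNA is measured beside the metabolic genes.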

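Glycolysis genes divided by stage: of 23, 12 were higher and 8 lower at 1 day (13 and 8 over the list alone), 6 and 16 at 1 week, and 7 and 11 at 8 weeks, with 11/8 to 13/7, 5/17 to 5/18 and 3/15 to 3/17 under other scalings. Slc2a1, the basal glucose transporter, rose from 4.79 ± 0.0689 to 125 ± 2.23 FPKM at 1 day, and Eno3, the muscle enolase, fell from 624 ± 29.8 to 51.7 ± 30.8 FPKM at 1 week. Of 90 translation genes, 84 were higher and 1 lower at 1 day (85 and 1 over the list alone), 88 and 1 at 1 week, and 86 and 1 at 8 weeks, and 78/1 to 83/3, 62/10 to 81/5 and 66/7 to 78/4 under other scalings. Of 61 splicing genes, 52, 59 and 55 were higher and 1 lower at each stage, the same over the list alone. However, with median-ratio factors 20 were higher and 18 lower at 1 week (median now -0.01), and 16 and 15 at 8 weeks. The paper describes inhibition of translation and RNA splicing at the late stage, from proteins. On the main values most of these mRNAs were higher at 8 weeks, which is the other direction. Adjusted p from camera at the 3 stages were 5.12e-09, 0.0104 and 0.131 for interferon, 2.65e-09, 0.0265 and 0.0123 for interleukin 2, and 2.19e-11, 2.09e-30 and 3.68e-32 for fatty acid oxidation genes. With an estimated correlation between genes camera gave 0.841 and 0.877 for interferon, 0.841, 0.877 and 0.861 for interleukin 2, and 0.841, 0.344 and 0.615 for fatty acid oxidation genes, so those calls are lost. For the oxidative phosphorylation genes camera gave 7.56e-14, 9.98e-51 and 9.8e-43 (0.841, 0.344 and 0.738 with an estimated correlation), and for glycolysis 0.185, 1.42e-06 and 1.69e-05 (0.344 and 0.738 at the later stages). The call of glycolysis at 8 weeks was lost after quantile normalization (camera 0.14, median -0.56) and in the authors' normalized values (0.112), and without MI 3 its median went from -0.27 to -0.15. For translation it gave 1.48e-09, 3.86e-06 and 4.61e-10 (camera with an estimated correlation 0.841, 0.877 and 0.861) and for splicing 5.37e-07, 0.00452 and 0.00704 (0.841, 0.877 and 0.861). Median log2 fold changes were 1.42, 1.45 and 0.88 for interferon, -1.39, -2.50 and -1.095 for fatty acid oxidation, 0.32, -0.46 and -0.27 for glycolysis, and 0.62, 0.90 and 0.68 for splicing genes. After quantile normalization the medians at 8 weeks were 0.26, -1.45, -0.56 and 0.20 in the same order.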

**Fig. 2:**
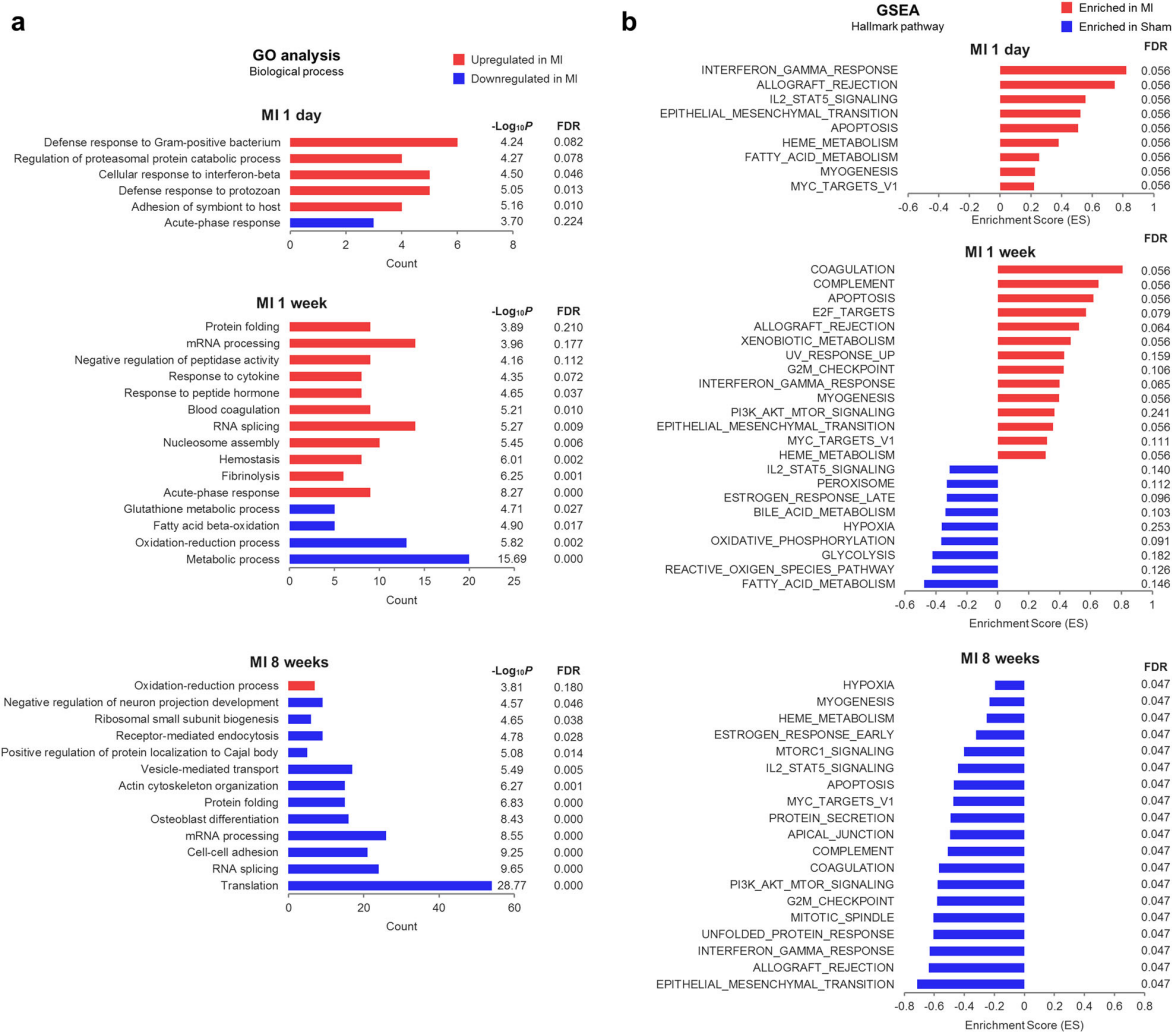
Gene ontology (GO) analysis and gene set enrichment analysis (GSEA) of proteome data from MI samples. **a** GO analysis of the differentially expressed proteins (DEPs) (|fold change| > 1.25) at each stage of MI using the DAVID database (https://david.ncifcrf.gov/). **b** GSEA of the normalized expression of all proteins at each stage of MI using the GSEA hallmark pathways database (http://software.broadinstitute.org/gsea/msigdb/)

In particular, several proteins involved in GSH metabolism such as GPX4, glutathione S-transferase mu 2 (GSTM2), and GSTM4 were significantly downregulated in mice at the middle stage of MI (Supplementary Table 3)^35^. Among these proteins, we focused on the GPX4 protein, a key enzyme that protects cells from ferroptosis by removing lipid hydroperoxide^36^. LC-MS/MS analysis indicated that protein levels of GPX4 decreased in mice at the early and middle stages of MI and increased in mice at the late stage (Fig. 3a). In agreement with the mass spectrometry results, western blot analysis showed that GPX protein levels were indeed downregulated at the early and middle stages of MI samples, while they were slightly increased at the late stage (Fig. 3b, c). We next asked whether the altered protein levels of GPX4 were due to reduced mRNA expression. RNA-seq results showed the lower mRNA levels of GPX4 in mice at the early and middle stages of MI compared with those in control mice (Fig. 3d)^34^. 

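Gpx4, the selenium-dependent enzyme that reduces lipid hydroperoxides in membranes, fell at 1 day from 323 ± 13.7 FPKM in sham to 206 ± 9.48 FPKM in MI ventricles and at 1 week from 340 ± 20.7 to 201 ± 13.4 FPKM (mean ± s.d., n = 3). The log2 fold changes were -0.65 and -0.76 with a standard error of 0.11. At 8 weeks it was 322 ± 4.60 in sham and 399 ± 69.2 in MI ventricles, a log2 fold change of 0.29. Relative to the median of all genes this was -0.23, and it turned to -0.11 after quantile normalization, -0.42 with median-ratio factors and -0.10 in the authors' normalized values. With median-ratio factors this lower level at 8 weeks was called, opposite to the main call (limma adjusted p 0.0407). Relative to that median the earlier changes were -0.74 and -1.55. The 3 MI libraries of 8 weeks held 459, 415 and 323 FPKM of Gpx4. In the same order their cardiomyocyte markers had mean log2(FPKM + 1) of 9.169, 8.743 and 8.119 and their adipocyte markers 2.037, 6.045 and 7.403, and MI 3 also held the most skeletal muscle (5.8) and mesothelial (4.639) markers. Without MI 1 the change at 8 weeks was 0.18, without MI 3 it was 0.44. At the same 2 early stages 28 and 30 of 30 cardiomyocyte markers were lower, and the endothelial marker list had medians of 0.54 and 0.51, the latter -0.42 to -0.18 under other scalings, so which cells account for the loss of Gpx4 is not measured. The adjusted p from limma were 6.77e-05, 7.01e-06 and 0.0223, with ranges over the other choices of 2.97e-05 to 0.000712 at 1 day, 1.8e-07 to 0.000176 at 1 week and 0.000415 to 0.373 at 8 weeks, where the call was lost without MI 1, MI 2, sham 1 or sham 2. The exact p of 3 against 3 libraries was 0.1, 0.1 and 0.2, of which 0.1 is the smallest possible. In limma the change at 8 weeks differed from that at 1 week by 1.05 (adjusted p 0.000173) and from that at 1 day by 0.94 (8.66e-05), whereas no difference was called between 1 week and 1 day (-0.11, adjusted p 0.53), although it was after quantile normalization (-0.44) and with median-ratio factors (-0.94). The Gpx4 stage difference 8 weeks against 1 day was 0.48 after quantile normalization and 0.36 with median-ratio factors, where limma no longer called it (adjusted p 0.214). The gene lies on chromosome 10 at 80047166 to 80056439, plus strand, in GRCm38.p6; its pseudogenes can share reads with it. The paper asked whether lower GPX4 protein was due to less mRNA, and it states that qRT-PCR gave lower levels too.

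**Figure D2:**
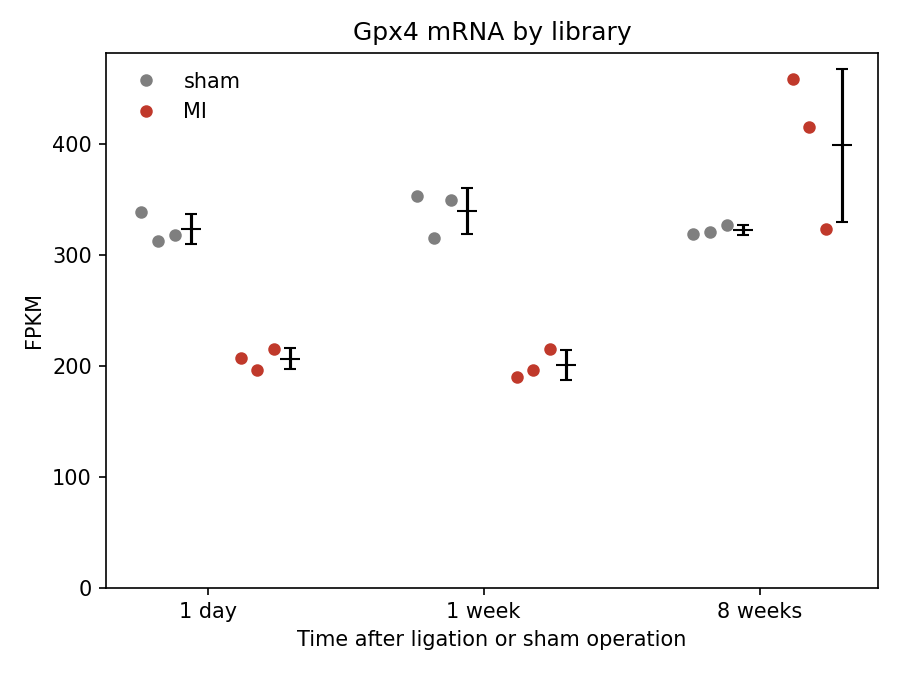
Gpx4 mRNA in each library (FPKM); bars, mean ± s.d., n = 3. At 8 weeks the MI libraries span 323 to 459 FPKM and the sham libraries 319 to 327 FPKM.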

When analysing by qRT-PCR analysis, we found that GPX4 mRNA levels were indeed downregulated during MI (Fig. 3e). However, the mRNA expression levels of other GPx family members were increased (Fig. 3f), possibly due to a compensatory antioxidant response against ROS, suggesting that GPX4 is a specifically downregulated protein among GPx family members during MI. 

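Of the other glutathione peroxidases, Gpx1, the main cytosolic form, rose at all stages, from 43.7 ± 2.43 to 114 ± 21.8 FPKM at 1 day, 37.0 ± 5.95 to 231 ± 14.8 at 1 week and 30.1 ± 1.58 to 148 ± 47.9 at 8 weeks (mean ± s.d., n = 3). Gpx3, the secreted plasma form, fell slightly at 1 day, from 87.1 ± 1.34 to 65.5 ± 15.1 FPKM, and rose from 60.9 ± 7.16 to 451 ± 27.2 at 1 week and from 63.9 ± 6.77 to 490.2 ± 135 at 8 weeks. Gpx7 and Gpx8, the forms of the endoplasmic reticulum, were not called at 1 day (log2 fold changes -0.22 and 0.01) and rose at 1 week, Gpx7 from 3.46 ± 0.343 to 47.6 ± 5.57 and Gpx8 from 13.3 ± 1.01 to 79.1 ± 10.3 FPKM. At 8 weeks both were still higher, at 11.2 ± 3.72 against 2.57 ± 0.136 and 38.7 ± 12.5 against 12.7 ± 0.200 FPKM. In limma, the adjusted p at the 3 stages were 5.38e-06, 2.49e-09 and 5.92e-08 for Gpx1, 0.0384, 8.86e-10 and 3.72e-09 for Gpx3, 0.221, 7.65e-11 and 1.57e-07 for Gpx7, and 0.975, 2e-09 and 1.26e-06 for Gpx8. So 1 of the 4 genes was higher and 1 lower at 1 day (1 and 0 over this list taken from the paper, which is not independent evidence), and 4 were higher at 1 week and 8 weeks, in the other scalings too. At 1 day the other scalings gave 1 higher and 2 lower, because Gpx7 was then lower (-0.44 after quantile normalization). The fall of Gpx3 at 1 day was no longer called without MI 3 (limma adjusted p 0.185), MI 2 (0.0994) or any sham library. With the replicate number as a block it was not called either (limma adjusted p 0.0544). For the 4 genes camera gave adjusted p of 0.968, 0.0946 and 0.0616, and called the later stages under other scalings, 0.00839 to 0.00982 at 1 week and 0.0025 to 0.00542 at 8 weeks. With an estimated correlation camera gave 0.982, 0.877 and 0.861 on the main values, and this was not run under the other scalings. Relative to the median of all genes, Gpx1 changed by 1.26, 1.83 and 1.69. Macrophage markers (20 of 21) and activated fibroblast markers (16 of 16) were also higher at 1 week. In GRCm38.p6 Gpx1 lies on chromosome 9 at 108339080 to 108340342, Gpx3 on chromosome 11 at 54902854 to 54910387. Gpx7 lies on chromosome 4 at 108400217 to 108406713 and Gpx8 on chromosome 13 at 113042757 to 113046430.

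**Figure D3:**
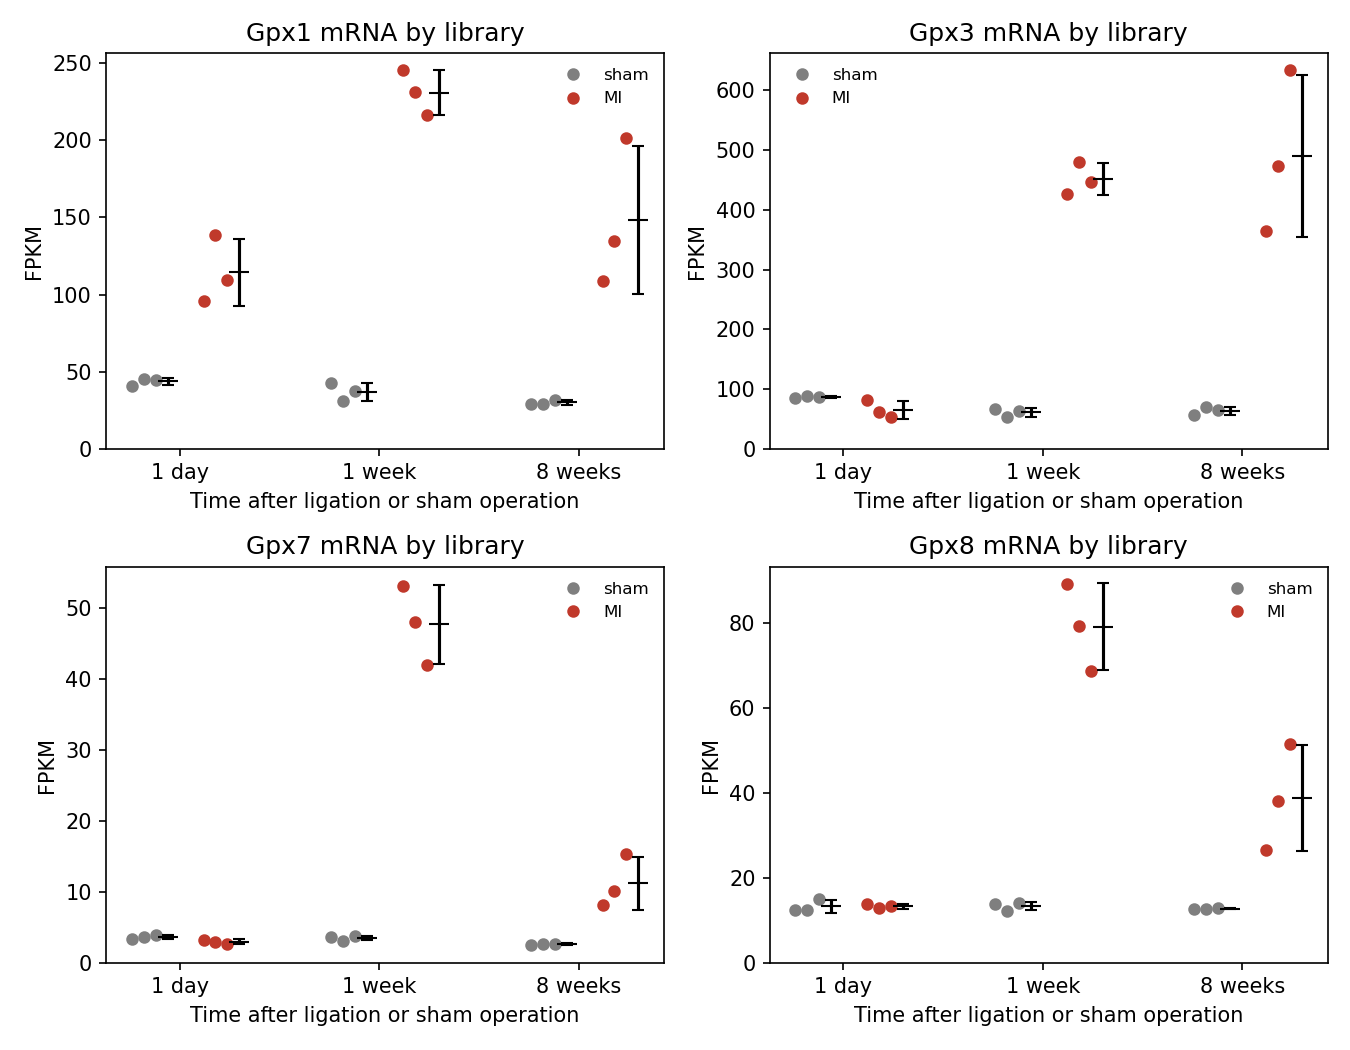
Gpx1, Gpx3, Gpx7 and Gpx8 mRNA in each library (FPKM); bars, mean ± s.d., n = 3. At 1 day Gpx3 was 65.5 ± 15.1 FPKM in MI and 87.1 ± 1.34 FPKM in sham libraries.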

To investigate whether GPX4 protein levels are directly controlled by ischaemic stress, H9c2 cardiomyocytes were incubated in glucose-deprived medium or under hypoxic conditions (1% O_2_). GPX4 protein levels were decreased following exposure to glucose deficiency or hypoxia, suggesting that ischaemic stress might directly induce the downregulation of GPX4 protein levels (Fig. 3g, h). Since many cellular pathways including inflammatory and metabolic pathways are altered during myocardial infarction in vivo (Fig. 2), we could not exclude the possible contribution of the cardiac microenvironment to GPX4 protein levels and ferroptosis sensitivity^37,38^. Collectively, our proteome analysis revealed that GPX4 protein levels decreased during the early and middle stages of MI and that downregulation of GPX4 might contribute to ferroptotic cell death of cardiomyocytes during MI.

**Fig. 3:**
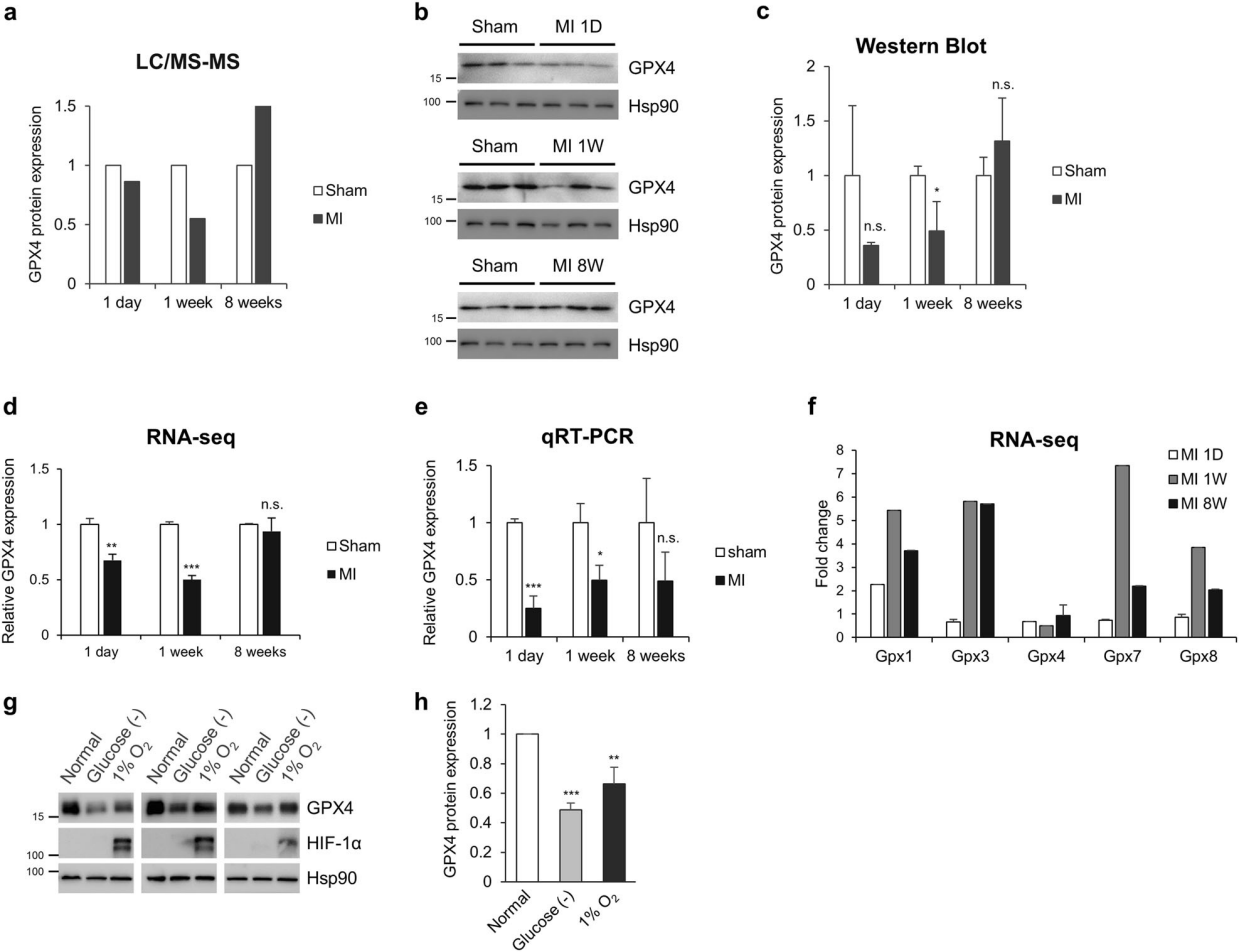
GPX4 is downregulated during MI progression. **a** Expression of GPX4 protein detected by LC-MS/MS in samples from mice at the different stages of MI and in sham mouse samples. **b**, **c** Validation of GPX4 protein expression by western blot analysis. Left ventricular (LV) tissues of MI and sham mice were lysed and subjected to western blot analysis using an anti-GPX4 antibody (**b**). The amount of GPX4 protein was quantified by ImageJ and is shown in (**c**). The data are the mean ± s.d.; *n* = 3, with *P < 0.05 and n.s. = nonsignificant compared with sham with a two-sided Student’s *t*-test. **d** Expression of GPX4 mRNA from LV tissues of MI mouse samples determined by RNA-sequencing (RNA-seq). The data are the mean ± s.d.; *n* = 3, with **P < 0.01, ***P < 0.001 and n.s. = nonsignificant compared with sham with a two-sided Student’s *t*-test. **e** Validation of GPX4 mRNA expression by qRT-PCR analysis. The data are the mean ± s.d.; *n* = 3, with *P < 0.05, ***P < 0.001 and n.s. = nonsignificant compared with sham with a two-sided Student’s *t*-test. **f** Comparison of the mRNA expression levels of the GPX family from RNA-seq data. **g**, **h** Expression of GPX4 under ischaemic conditions in vitro. H9c2 cells were incubated in glucose-deficient medium or under hypoxic conditions (1% O_2_). The amount of GPX4 protein was quantified by ImageJ and is shown in (**h**). HIF-1 was also assessed as a hypoxia marker. The data are the mean ± s.d.; *n* = 3, with **P < 0.01 and ***P < 0.001 compared with normal with a two-sided Student’s *t*-test

### Inhibition of GPX4 induces myocardial ferroptosis

To directly assess the involvement of GPX4 in myocardial cell death, we used a GPX4 siRNA pool consisting of four independent siRNAs. While cells transfected with GPX4 siRNA for 2 days were viable, cells depleted for GPX4 for 3 days completely died (Fig. 4a). Cell death induced by GPX4 depletion was prevented by Fer-1, suggesting that GPX4 depletion induced ferroptosis in H9c2 cells (Fig. 4b). Western blot analysis showed that GPX4 was efficiently depleted in cells transfected with GPX4 siRNA for 2 days, suggesting that an additional period is required to undergo ferroptosis following GPX4 depletion (Fig. 4a, c). Notably, the amount of malondialdehyde (MDA), one of the most prevalent by-products of lipid peroxidation, was markedly increased at 36 h after GPX4 siRNA transfection and gradually decreased over time (Fig. 4d). In addition, the production of lipid peroxides upon GPX4 knockdown was inhibited by Fer-1 (Fig. 4d). However, the cells did not die until 48 h of GPX4 knockdown and underwent ferroptotic cell death at 60 h, which was prevented by Fer-1 (Fig. 4e). These data suggest that GPX4 deficiency induced the accumulation of lipid ROS at the early phase and then caused ferroptosis after a period of time.

**Fig. 4:**
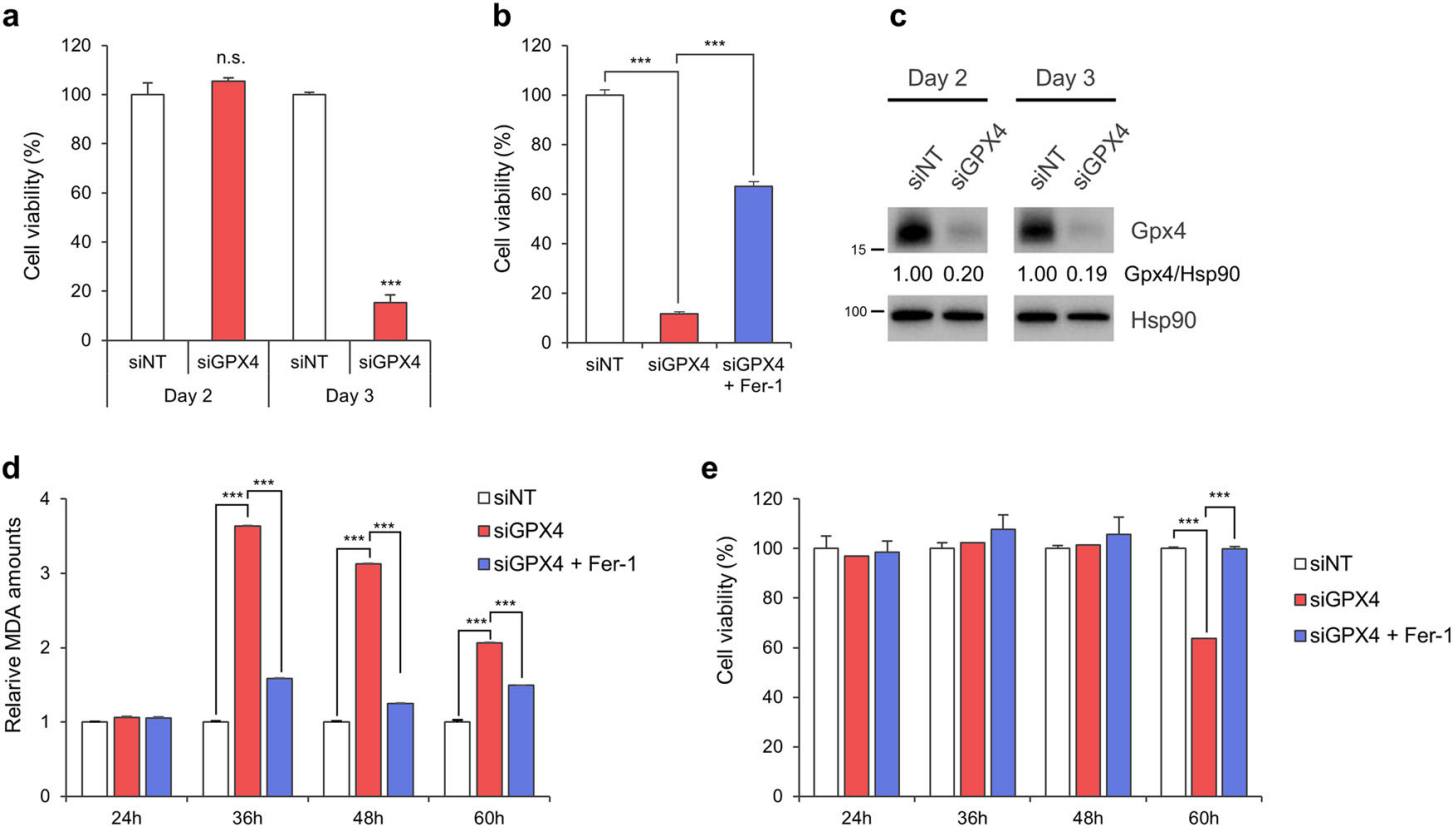
Downregulation of GPX4 induces ferroptosis by increasing lipid ROS levels in H9c2 cells. **a** Viability of H9c2 cells depleted of GPX4. H9c2 cells were transfected with 20 nM non-targeting siRNA pool (siNT pool) or GPX4-targeting siRNA (siGPX4 pool) for 2 and 3 days. Cell viability was measured using CellTiter-Glo. The data are the mean ± s.d.; *n* = 3, with ***P < 0.001 and n.s. = nonsignificant compared with siNT with a two-sided Student’s *t*-test. **b** Inhibition of GPX4 knockdown-induced ferroptosis by Fer-1. H9c2 cells were transfected with siGPX4 for 72 h. Then, 1 μM Fer-1 was added 24 h after siRNA transfection. Cell viability was measured using CellTiter-Glo. The data are the mean ± s.d., *n* = 3, with ***P < 0.001 by a two-sided Student’s *t*-test. **c** Western blot analysis of H9c2 cells transfected with GPX4 siRNA. H9c2 cells were transfected with the indicated siRNAs for 2 and 3 days. Cells were then lysed and subjected to western blot analysis using an anti-GPX4 antibody. The relative amounts of GPX4 were calculated and are shown after normalizing to Hsp90. **d**, **e** Comparison between lipid peroxidation and cell viability upon GPX4 depletion. H9c2 cells were transfected with siGPX4 for the indicated periods in the absence or presence of 1 μM Fer-1. Lipid peroxidation was determined by measuring the amount of malondialdehyde (MDA) using a lipid peroxidation assay kit, and cell viability was measured using CellTiter-Glo (**e**). The data are the mean ± s.d., *n* = 3, with ***P < 0.001 with a two-sided Student’s *t*-test

To further analyse the relationship between lipid ROS and ferroptosis, cells were treated with increasing concentrations of RSL3, a GPX4 inhibitor. Treatment of H9c2 cells with 0.2 μM RSL3 for 24 h decreased cell viability by ~50%, while almost all cells treated with 0.5 μM RSL3 died (Fig. 5a). Since lipid peroxidation rapidly accumulates and disappears before the cells die, we determined MDA levels in cells treated with RSL3 for 6 h. Short-term treatment of cells with RSL3 also induced cell death in a concentration-dependent manner (Fig. 5b). As the amount of lipid ROS was gradually increased by RSL3 treatment, cell death increased, implying that certain levels of lipid ROS might be required for the execution of ferroptosis (Fig. 5b, c). RSL3 also induced cell death with a necrosis-like morphology and increased the propidium iodide (PI)-positive cell population, suggesting that RSL3-induced cell death is necrotic (Fig. 5d and Supplementary Fig. 1a). To address the possible involvement of other cell death pathways, we employed several cell death inhibitors. When cells were treated with RSL3 in the presence of ferroptosis inhibitor Fer-1 or Lip-1, cell death was prevented (Fig. 5e, f). However, RSL3-induced cell death was not inhibited by zVAD or Nec-1, and no PARP cleavage or MLKL phosphorylation was observed in RSL3-treated cells, suggesting that apoptosis and necroptosis are not involved in this pathway (Fig. 5e–g). Consistent with these results, RSL3-induced lipid ROS levels were abrogated by Fer-1 and Lip-1 but not by zVAD or Nec-1, indicating that lipid ROS generated by RSL3 treatment resulted in ferroptosis in H9c2 cells (Fig. 5h).

**Fig. 5:**
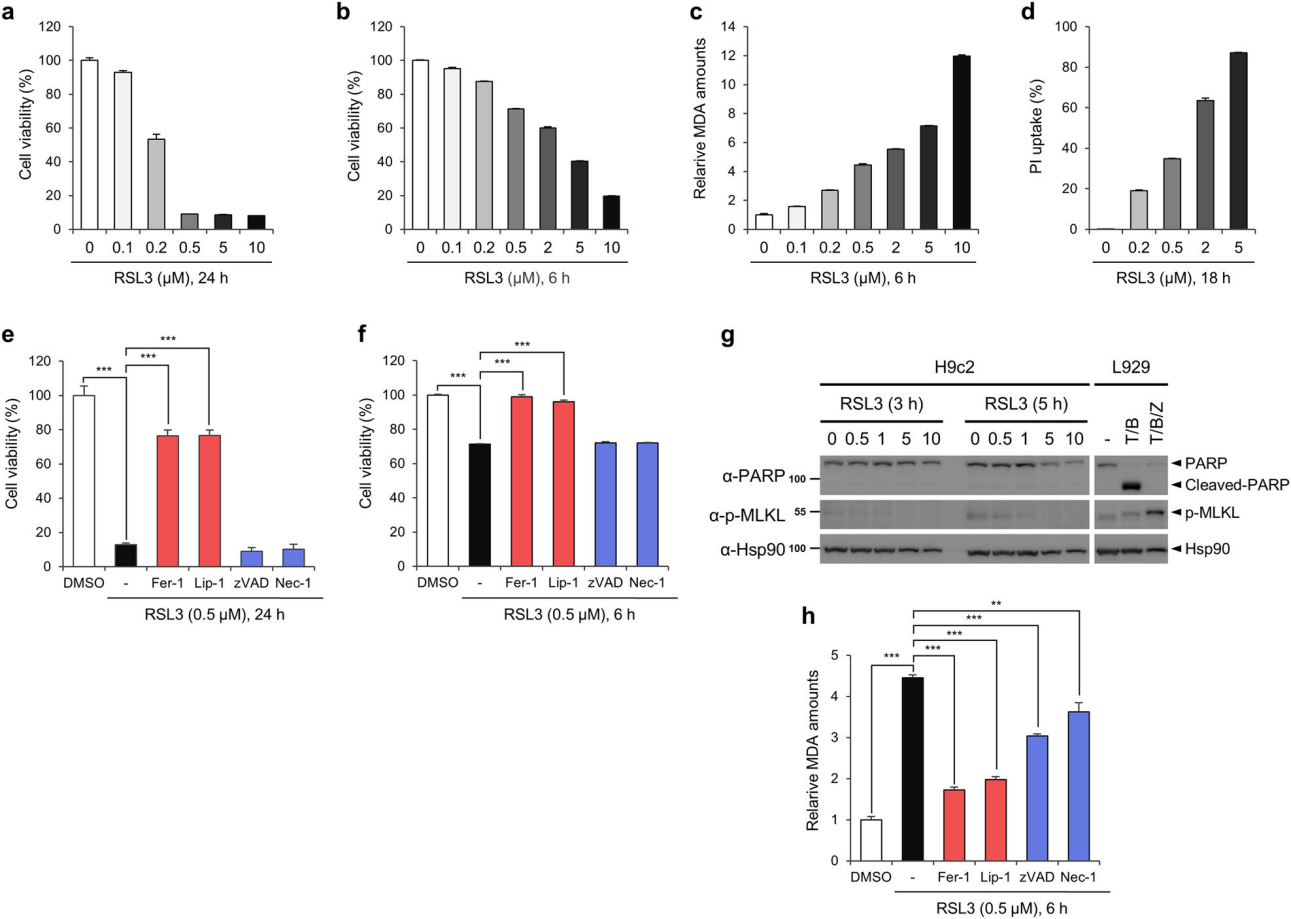
H9c2 cells are sensitive to RSL3-induced ferroptosis. **a** Viability of H9c2 cells treated with RSL3. H9c2 cells were treated with increasing concentrations of RSL3 for 6 h. Cell viability was measured using CellTiter-Glo. **b**, **c** Cell viability and lipid ROS analysis of H9c2 cells treated with RSL3. H9c2 cells treated with RSL3 for 6 h were subjected to a CellTiter-Glo assay (**b**) and an MDA assay (**c**). **d** Cell death determined by propidium iodide (PI) uptake. H9c2 cells were treated for 18 h and then treated with 10 μg/mL PI for 30 min prior to harvest. The number of PI-positive cells was determined by flow cytometry. **e**, **f** Inhibition of RSL3-induced cell death by ferroptosis inhibitors. H9c2 cells were treated with 0.5 μM RLS3 in the presence of ferroptosis inhibitors (ferrostatin-1, Fer-1; liproxstatin-1, Lip-1), an apoptosis inhibitor (zVAD-fmk, zVAD), or a necroptosis inhibitor (necrostatin-1, Nec-1) for 24 h and 6 h, and cell viability was measured. The data are the mean ± s.d.; *n* = 3, with ***P < 0.001 with a two-sided Student’s *t*-test. **g** Western blot analysis showing that neither apoptosis (PARP cleavage) nor necroptosis (phospho-MLKL) was activated by RSL3 in H9c2 cells. L929 cells treated with rat TNF/birinapant (T/B) or TNF/birinapant/zVAD-fmk (T/B/Z) were used as positive controls for apoptosis and necroptosis, respectively. **h** Prevention of RSL3-induced lipid ROS accumulation by ferroptosis inhibitors. Cells were treated with RSL3 and inhibitors as described in (**f**) for 6 h, and lipid peroxidation was assessed using a lipid peroxidation assay. The data are the mean ± s.d., *n* = 3, with **P < 0.01, ***P < 0.001 with a two-sided Student’s *t*-test

### Depletion of intracellular GSH upon cysteine starvation induces ferroptosis

In physiologic conditions, MI involves ischaemic stress resulting in the depletion of metabolites, including GSH^18,19^. Because the impact of cysteine depletion on cardiomyocyte death has not been directly assessed, we tested the effect of cysteine deficiency on ferroptosis in cardiomyocytes. As shown in the previous reports^39,40^, we also observed a nearly complete depletion of intracellular GSH in cells cultured in cysteine-deficient medium for 24 h (Fig. 6a). Similar to GPX4 depletion, cells did not die at 24 h cysteine deprivation condition, denoting that GSH depletion may require an additional period of time to induce ferroptosis. Cysteine depletion for 48 h reduced H9c2 cell viability, which was completely rescued by the presence of Fer-1 or Lip but not by zVAD (Fig. 6b). Furthermore, cysteine deprivation did not induce PARP cleavage, indicating that cysteine deficiency-induced cell death is ferroptotic but not apoptotic. However, interestingly, although Nec-1, a RIPK1 inhibitor, did not affect RSL3-induced cell death, it partially prevented cell death induced by cysteine deficiency (Fig. 6b). Since no MLKL phosphorylation was observed, these results suggest that RIPK1-dependent and MLKL-independent signalling might be involved in cysteine deficiency-induced ferroptosis as previously suggested in breast cancer cells (Fig. 6b, c)^39^. Similarly, erastin, which inhibits the cystine-glutamate antiporter system *X*_c_^−^, was previously shown to induce Fer-1- and Nec-1-sensitive cell death in certain cell types^33,41^. Since Fer-1 and Lip are known to be radical-trapping agents, the intracellular GSH level was unchanged in the presence of Fer-1 or Lip (Fig. 6b, d).

**Fig. 6:**
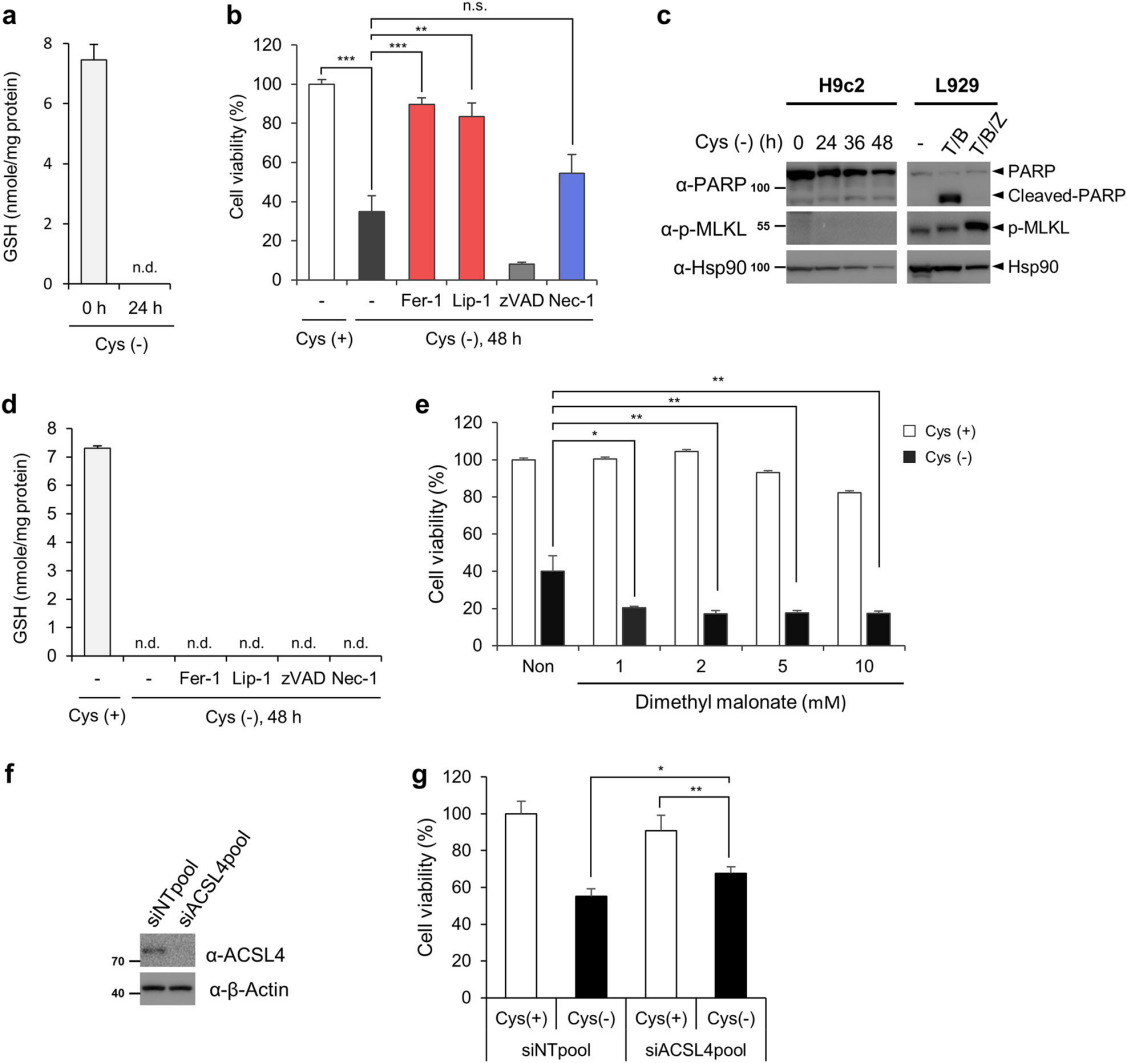
Cysteine deprivation induces glutathione depletion and ferroptosis in H9c2 cells. **a** Determination of glutathione levels upon cysteine deprivation. H9c2 cells were incubated in cysteine- and methionine-deficient medium for 24 h. Glutathione levels were measured using a glutathione assay kit according to the manufacturer’s instructions and normalized to protein concentrations. n.d. = not determined. **b** Effect of cysteine deprivation on ferroptosis in H9c2 cells. H9c2 cells were incubated in cysteine-depleted DMEM for 48 h in the absence or presence of inhibitors, as described in the legend of Fig. 5e. Cell viability was measured using CellTiter-Glo. The data are the mean ± s.d., *n* = 3, with **P < 0.01, ***P < 0.001 and n.s. = nonsignificant with a two-sided Student’s *t*-test. **c** Western blot analysis of H9c2 cells cultured in cysteine-deficient medium. Cells were incubated in cysteine-deficient medium for the indicated periods, and western blotting was carried out as described in the legend of Fig. 5g. **d** Determination of glutathione levels upon cysteine deprivation in the presence of inhibitors. H9c2 cells were treated as in (**b**) for 40 h, and glutathione levels were determined. **e** H9c2 cells were incubated in cysteine-depleted medium in the absence and presence of 10 mM DMM. Cell viability was measured with CellTiter-Glo. The data are the mean ± s.d., *n* = 3, with *P < 0.05 and **P < 0.01 with a two-sided Student’s *t*-test. **f** H9c2 cells transfected with ACSL4 siRNA pool for 48 h and western blot analysis was carried out using anti-ACSL4 antibody. **g** H9c2 cells transfected with ACSL4 siRNA for 36 h were incubated in cysteine-depleted medium for an additional 48 h. The data are the mean ± s.d., *n* = 3, with *P < 0.05 and **P < 0.01 with a two-sided Student’s *t*-test

Recently, succinate dehydrogenase was shown to produce ROS during ischaemia-reperfusion injury in the heart and brain^42^. To address whether succinate dehydrogenase is required for ferroptosis in cardiomyocytes, we employed dimethyl malonate (DMM), an inhibitor of succinate dehydrogenase^42,43^. However, neither cysteine deprivation- nor RSL3-mediated ferroptosis was affected by DMM, suggesting that cardiomyocytes might use a different ROS source than mitochondrial complex II (Fig. 6e and Supplementary Fig. 2a). Long-chain acyl-CoA synthetase 4 (ACSL4), which mediates the generation of PUFA-phosphatidylethanolamine, is an essential enzyme in most ferroptosis pathways^29,30^. While ACSL4 depletion slightly ameliorated cysteine deprivation-induced ferroptosis, it showed little effect on RSL3-induced ferroptosis (Fig. 6f, g and Supplementary Fig. 2b). Since ACSL4 is dispensable for p53-induced ferroptosis, other ACSL family members might also be involved in ferroptosis in cardiomyocytes^44^. These data imply that cardiomyocytes undergo ferroptosis upon cysteine deprivation or GPX4 inhibition, but the underlying mechanisms might differ from those in other type of cells.

### Inhibition of GPX4 sensitizes primary NRVM cells to ferroptosis upon cysteine starvation

We next tested the role of GPX4 on primary neonatal rat ventricular myocytes (NRVMs). While H9c2 cells almost completely died in the presence of 0.5 μM RSL3, NRVMs did not (Fig. 5a, and 7a). However, a high concentration of RSL3-induced cell death in NRVMs, suggesting that NRVMs are somehow less sensitive than H9c2 cells to ferroptosis (Fig. 7a). Interestingly, undifferentiated C2C12 cells, a different type of myocyte, were also highly sensitive to RSL3-induced ferroptosis, while differentiated C2C12 cells were relatively resistant to ferroptosis (Supplementary Fig. 3). Since myocyte differentiation induces metabolic and signalling reprogramming^45^, these changes might induce the signalling system to acquire resistance to ferroptosis. Thus, although cysteine deficiency induced GSH depletion and ferroptosis in NRVMs, its effect on ferroptosis in NRVMs was weaker than that in H9c2 cells (Figs. 6a, b, 7b, c). Notably, although a low dose of RSL3 (0.5 μM) was insufficient to induce ferroptosis in NRVMs, it induced massive NRVM death by ferroptosis when cysteine was deprived (Fig. 7c). Furthermore, we found that GPX4-depleted cells underwent some degree of ferroptosis under normal conditions, which was further enhanced in the absence of cysteine (Fig. 7d, e). Taken together, our data suggest that GPX4 is downregulated during MI, which sensitizes cardiomyocytes to ferroptosis when GSH levels are decreased.

**Fig. 7:**
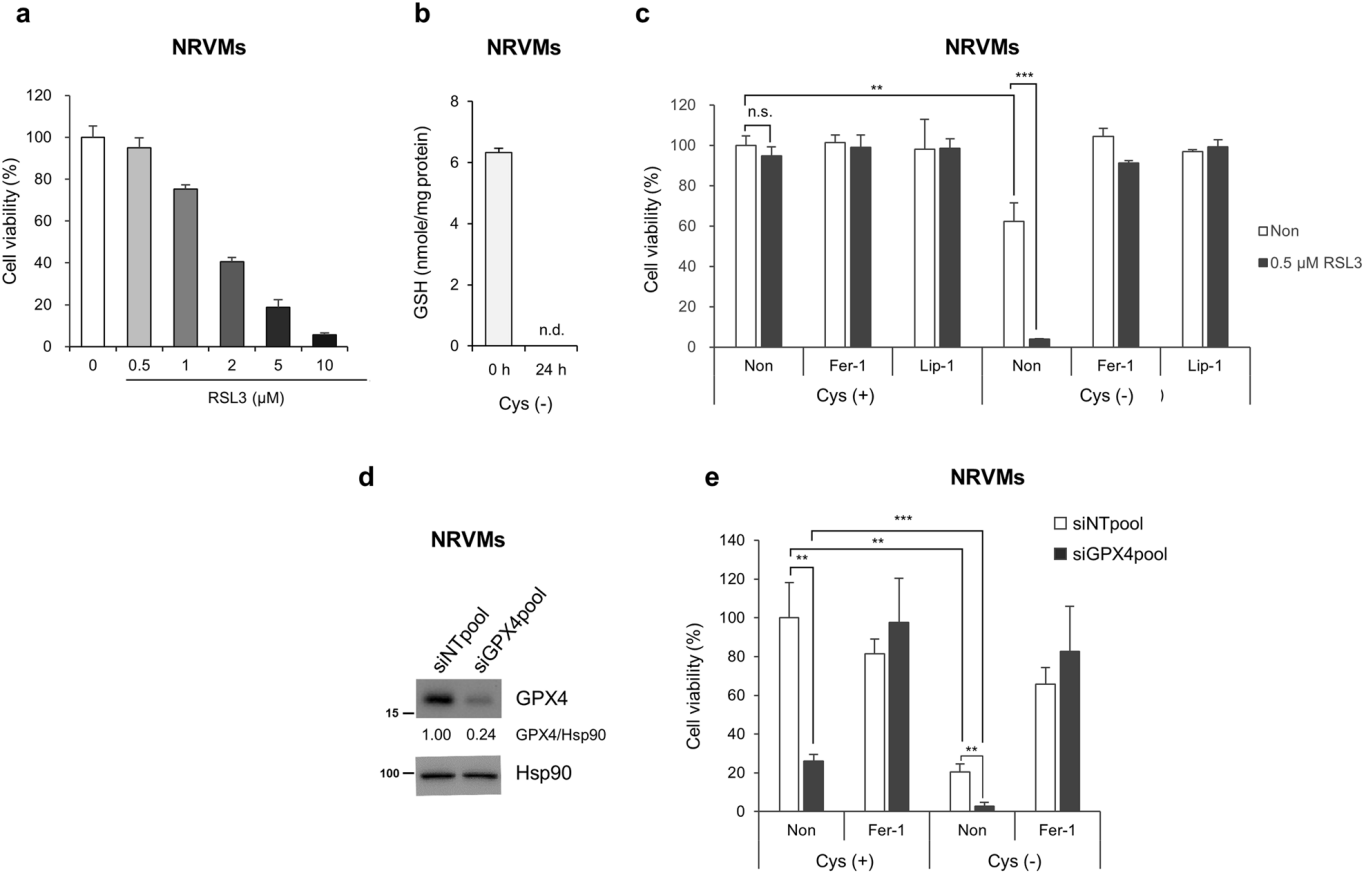
Inhibition of GPX4 sensitizes NRVMs to ferroptosis in the absence of cysteine. **a** Cell viability of neonatal rat ventricular myocytes (NRVMs) treated with RSL3. NRVMs were treated with different concentrations of RSL3 for 24 h, and cell viability was analysed as described above. **b** NRVMs were incubated in cysteine- and methionine-deficient medium for 24 h. Glutathione levels were measured using a glutathione assay kit according to the manufacturer’s instructions and normalized to protein concentrations. n.d. = not determined. **c** RSL3-induced ferroptosis in NRVMs cultured in cysteine-depleted medium. NRVMs were incubated with normal DMEM or cysteine-depleted DMEM. After 24 h, cells were treated with 0.5 μM RSL3 for an additional 24 h, and cell viability was analysed as described above. The data are the mean ± s.d., *n* = 3, with **P < 0.01, ***P < 0.001 and n.s. = nonsignificant with a two-sided Student’s *t*-test. **d** siRNA-mediated knockdown of GPX4 in NRVMs. NRVMs were transfected with 20 nM GPX4 siRNA for 48 h and subjected to western blot analysis. **e** Effect of a combination of GPX4 knockdown and cysteine deprivation on ferroptosis in NRVMs. NRVMs were transfected with 20 nM siGPX4. After 24 h, the medium was replaced with cysteine-deficient medium with or without 1 μM Fer-1, and the cells were incubated for an additional 48 h. Cell viability was analysed as described above. The data are the mean ± s.d., *n* = 3, with **P < 0.01 and ***P < 0.001 with a two-sided Student’s *t*-test

### NRF2 and EMT pathways are significantly altered during MI

During MI progression, various signalling pathways are altered and may modulate sensitivity to ferroptosis. 

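At 1 week after MI Sod2, the mitochondrial superoxide dismutase, fell from 103.7 ± 3.33 to 15.6 ± 4.72 FPKM (mean ± s.d., n = 3; log2 fold change -2.69, standard error 0.17) and Prdx3, the mitochondrial peroxiredoxin, from 150 ± 7.17 to 41.2 ± 7.60 FPKM (-1.85, 0.14). Sod3, the extracellular dismutase, rose from 13.3 ± 2.34 to 190 ± 8.72 FPKM (3.75, 0.24), and Sesn2, a stress-induced sestrin, had risen by 1 day, from 0.862 ± 0.129 to 12.4 ± 2.37 FPKM. Of 36 genes that remove reactive oxygen, 15 were higher and 16 lower at 1 week, against 11 and 18 at 1 day and 21 and 7 at 8 weeks, the same over the list alone. Under other scalings the splits were 10/21 to 13/20, 10/20 to 11/19 and 11/15 to 12/21, so the direction at 8 weeks flips. Of 37 glutathione metabolism genes, 14 were higher and 16 lower at 1 week, 9 and 22 at 1 day (9 and 23 over the list alone) and 22 and 7 at 8 weeks, against 5/26 to 7/26, 8/24 and 9/18 to 10/18 under other scalings. Gstm7, a glutathione transferase of muscle, fell from 20.5 ± 1.55 to 1.55 ± 0.770 FPKM and Idh2, which makes NADPH in mitochondria, from 649 ± 56.8 to 83.9 ± 27.7 FPKM at 1 week. Tested with limma, adjusted p at 1 week were 1.25e-09 for Sod2, 7.68e-09 for Prdx3, 1.44e-09 for Sod3, 7.05e-10 for Gstm7 and 5.07e-09 for Idh2. For the reactive oxygen genes camera gave adjusted p of 0.354, 0.00303 and 0.186, the second as lower than other genes. That call was lost under the other scalings (camera 0.302, 0.0638 and 0.272), although the median was then -0.63, -0.86 and -0.65, and with an estimated correlation (0.41). The mean log2 fold change at 1 week was 0.34 and the median -0.01. The rotation test fry, which asks whether a list changed at all, called the reactive oxygen genes higher at 1 week (adjusted p 0.00352). For glutathione metabolism camera gave adjusted p of 0.0133, 5.24e-05 and 0.117, all as lower than other genes. Camera with an estimated correlation gave 0.841 and 0.344 at the first 2 stages. The median of the reactive oxygen genes at 1 week turned positive without MI 2 or sham 3 (0.01 and 0.005), and that of glutathione metabolism went from -0.09 to -0.14 without MI 1 and -0.18 without sham 1. Hrc, a calcium-binding protein of the sarcoplasmic reticulum and a cardiomyocyte marker, fell in the same libraries (-4.35 at 1 week).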

GSEA analyses from proteome and transcriptome data identified that the ROS pathway is significantly deregulated at the middle stage of MI (Fig. 2)^34^. NRF2 is the master transcription factor controlling antioxidant responses and protects cells from lethal ROS stress^46,47^. In addition, NRF2 plays a key role in suppressing ferroptosis in various types of cells^48–50^. Interestingly, the mRNA levels of NRF2 and several target genes increased following MI (Fig. 8a). In particular, the mRNA levels of ferritin light chain 1 (Ftl1), ferritin heavy chain 1 (Fth1), and haem oxygenase 1 (Hmox1) were strongly increased in MI (Fig. 8a). In addition, several genes involved in NADPH, GSH, and TXN metabolism were upregulated in MI (Fig. 8a). 

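Nfe2l2, which encodes NRF2, rose at all stages, from 20.5 ± 1.66 to 45.1 ± 5.05 FPKM at 1 day, 19.7 ± 1.69 to 46.4 ± 2.35 at 1 week and 19.2 ± 0.394 to 37.7 ± 12.3 at 8 weeks (mean ± s.d., n = 3). Its log2 fold changes were 1.098, 1.1985 and 0.885 with a standard error of 0.16, and 1.00, 0.41 and 0.36 relative to the median of all genes. Of the 22 genes of Fig. 8a that passed the filter of 1 FPKM, 13 were higher and 7 lower at 1 day (13 and 8 over the list alone), 15 and 4 at 1 week, and 18 and 0 at 8 weeks. Under other scalings the splits were 13/8 to 13/9, 8/8 to 11/7 and 9/4 to 10/3, so several targets are not higher at the later stages once the shift of all genes is removed. Gsta1, a glutathione transferase, rose at 1 day alone (log2 fold change 1.09, limma adjusted p 0.000502), and its relative Gsta3 fell at 1 week (-1.12, 0.000834) and rose at 8 weeks (1.88, 1.22e-05). Hmox2, the constitutive haem oxygenase, fell at 1 day (-0.20), a call lost without MI 1, and was higher at 1 week (0.35) but lower there under quantile normalization (-0.24). By limma the adjusted p for Nfe2l2 were 1.91e-05, 3.91e-06 and 0.00016, and with median-ratio factors the change at 8 weeks was 0.20 and no longer called. For the 22 genes camera gave adjusted p of 0.243, 0.837 and 0.26, at 1 week as lower than other genes although their median log2 fold change was 0.80. The list was taken from the paper and is not independent evidence. Gsta2 and Gstm3 stayed below 1 FPKM in nearly all libraries and were not tested. Macrophage markers, of which 13, 20 and 19 of 21 were higher, changed in the same samples. Nfe2l2 lies on chromosome 2 at 75675513 to 75704663 in GRCm38.p6.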

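Ftl1, the ferritin light chain, rose most of the 2 ferritin genes, from 236 ± 22.2 to 849 ± 196 FPKM at 1 day, 174 ± 29.5 to 2368 ± 134 at 1 week and 158 ± 6.20 to 1033 ± 368 at 8 weeks (mean ± s.d., n = 3). Fth1, the heavy chain that oxidizes iron, rose from 1381 ± 50.8 to 3152 ± 739 FPKM at 1 day and less at 1 week, from 1156 ± 96.2 to 1677 ± 32.2. Hmox1, the inducible haem oxygenase that frees iron from haem, rose from 5.07 ± 1.14 to 219 ± 38.8 FPKM at 1 day, from 3.44 ± 0.540 to 82.4 ± 12.3 at 1 week and from 2.67 ± 0.351 to 16.4 ± 10.5 at 8 weeks. Log2 fold changes were 1.82, 3.77 and 2.64 for Ftl1 (standard error 0.21), 1.16, 0.54 and 0.54 for Fth1 (0.16) and 5.18, 4.23 and 2.09 for Hmox1 (0.28). The adjusted p from limma were 1.18e-06, 4.26e-10 and 4.92e-08 for Ftl1, 7.49e-06, 0.00468 and 0.0056 for Fth1, and 3.28e-10, 1.9e-09 and 7.9e-06 for Hmox1. Relative to the median of all genes Ftl1 changed by 1.72, 2.98 and 2.12 and Fth1 by 1.07, -0.25 and 0.02. With median-ratio factors Fth1 turned to -0.43 at 1 week and -0.17 at 8 weeks, so its rise after 1 day depends on the scaling. Spp1, which macrophages express, changed by 8.78 at 1 week, and macrophages also hold ferritin and Hmox1. Both ferritin genes have processed pseudogenes that can share reads. Ftl1 lies on chromosome 7 at 45457944 to 45459886. Fth1 lies on chromosome 19 at 9980600 to 9985111 and Hmox1 on chromosome 8 at 75093618 to 75100593 in GRCm38.p6.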

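G6pdx, the first enzyme of the pentose phosphate pathway, which makes NADPH, rose from 2.35 ± 0.406 to 11.8 ± 1.84 FPKM at 1 day and 2.29 ± 0.488 to 17.2 ± 0.961 at 1 week (mean ± s.d., n = 3). Pgd, a later enzyme of the pathway, rose from 9.23 ± 0.558 to 51.9 ± 9.75 FPKM at 1 day. Idh1, the cytosolic isocitrate dehydrogenase, fell at 1 day (log2 fold change -0.68) and was higher at 1 week (1.07), a rise that median-ratio factors reduce to 0.14. For glutathione, Gsr, which reduces its oxidized form, rose from 6.54 ± 0.673 to 57.1 ± 12.7 FPKM, and the cystine transporter Slc7a11 from 0.0489 ± 0.0179 to 5.33 ± 2.28 FPKM, both at 1 day. Gclc and Gclm, the subunits of the enzyme that limits glutathione synthesis, rose by 1.24 and 1.02 log2 at 1 day. At 1 week they were higher by 0.77 and 0.94, but Gclc turned to -0.11 and Gclm fell to 0.12 after quantile normalization. In the thioredoxin system Txnrd1, which reduces thioredoxin, rose from 14.7 ± 0.769 to 60.7 ± 8.33 FPKM at 1 day, and Txn1 rose at all stages (1.05, 1.23 and 1.16). Prdx1, which removes peroxide with it, was higher at 1 week (0.83) and not called at 1 day (-0.04), and was -0.13 at 1 week with median-ratio factors. In limma, the adjusted p at 1 day were 1.22e-06 for G6pdx, 8.08e-09 for Pgd, 1.5e-10 for Gsr, 6.4e-08 for Slc7a11 and 1.35e-09 for Txnrd1. At 8 weeks Gsr, Txnrd1 and Slc7a11 were higher by 0.78, 0.52 and 0.66, and after quantile normalization by 0.16, 0.003 and 0.24, no longer called. With median-ratio factors Txnrd1 was called lower at 8 weeks (-0.15, limma adjusted p 0.0497). Slc7a11 also lost its call without MI 3. At 1 day, when most of these genes rose, the neutrophil gene Stfa2l1 was higher by 7.16 log2. In GRCm38.p6 G6pdx lies on chromosome X at 74409483 to 74428880, Pgd on chromosome 4 at 149149991 to 149166705. Gsr lies on chromosome 8 at 33653238 to 33698162, Slc7a11 on chromosome 3 at 50364936 to 50499087 and Txnrd1 on chromosome 10 at 82833951 to 82897724.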

Since MI involves ROS induction, activation of NRF2 antioxidant programme might be a feedback response to protect cardiac tissues from severe damage to some extent. In contrast, several antioxidant targets of NRF2 such as Gstm, Nqo1 and Me1 are downregulated during MI. 

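The glutathione transferase Gstm1 fell from 116 ± 5.297 to 41.4 ± 4.26 FPKM at 1 day and from 87.3 ± 3.15 to 34.4 ± 7.10 at 1 week, and at 8 weeks it was 94.6 ± 4.42 in sham and 142 ± 22.3 in MI ventricles (mean ± s.d., n = 3). Gstm2, a muscle form, fell at 1 day from 57.3 ± 1.24 to 28.3 ± 6.20 FPKM but was higher at 1 week, 70.9 ± 3.25 against 55.7 ± 3.48. Nqo1, a quinone reductase, fell from 26.1 ± 0.914 to 9.68 ± 2.49 at 1 day and from 18.0 ± 1.95 to 7.76 ± 2.88 FPKM at 1 week. Me1, the cytosolic malic enzyme that makes NADPH, fell from 36.1 ± 2.83 to 18.8 ± 2.12 and from 32.8 ± 1.51 to 17.5 ± 1.21 FPKM. Log2 fold changes at the 3 stages were -1.46, -1.34 and 0.57 for Gstm1 (standard error 0.13), -1.01, 0.34 and 0.54 for Gstm2 (0.12), -1.37, -1.17 and 0.27 for Nqo1 (0.22) and -0.90, -0.87 and 0.06 for Me1 (0.11). Tested with limma, adjusted p were 6.6e-08, 8.76e-08 and 0.000951 for Gstm1, 2.14e-06, 0.0158 and 0.000929 for Gstm2, 4.84e-05, 0.000128 and 0.265 for Nqo1, and 1.51e-06, 1.14e-06 and 0.603 for Me1. The rises depend on the scaling: Gstm2 at 1 week was -0.22 after quantile normalization and -0.61 with median-ratio factors, the latter called lower (limma adjusted p 0.000641). The rise of Gstm2 at 1 week also lost its call without MI 1 or sham 1. At 8 weeks median-ratio factors gave -0.14 for Gstm1 and -0.17 for Gstm2, neither of them called. Me1 was called lower at 8 weeks under the 3 other scalings. It was -0.40 after quantile normalization, -0.63 with median-ratio factors and -0.41 in the authors' normalized values (limma adjusted p 0.00206, 2.93e-05 and 0.00232). Nqo1 at 8 weeks was -0.3989 at its lowest and was called under no alternative. Gstp1, of another transferase class, fell at 1 day (-0.48) and was 0.31 at 8 weeks, where it was -0.08 after quantile normalization. With median-ratio factors it was called lower at 8 weeks (-0.398, limma adjusted p 0.000447). At 1 week Gstp1 was not called on the main values. It was called lower there after quantile normalization (-0.70), with median-ratio factors (-1.14) and in the authors' normalized values (-0.72). Ckm, the creatine kinase of muscle, changed by -4.31 at 1 week, so genes expressed in cardiomyocytes fell in the same libraries. Gstm genes are alike in sequence and can share reads. In GRCm38.p6 Gstm1 lies on chromosome 3 at 108012250 to 108017973, Gstm2 on chromosome 3 at 107981702 to 107986420. Nqo1 lies on chromosome 8 at 107388225 to 107403205 and Me1 on chromosome 9 at 86581363 to 86695914.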

Although NRF2 is a central regulator of the antioxidant programme, antioxidant genes seem to be differentially regulated, possibly by other transcription factors or cofactors. In addition, it is unclear how NRF2 suppresses ferroptosis. Quinone oxidoreductase-1, Hmox1 and Fth1 have been suggested to be the major targets of NRF2 that inhibit ferroptosis^50^. However, HO-1 was recently shown to contribute to ferroptosis by producing excessive amounts of iron in the labile Fe(II) pool, a finding that argues for a specific role of the NRF2 target in ferroptosis regulation^51,52^. Our data suggest that Hmox1 activity is largely enhanced during the early and middle stages of MI, suggesting that excessive iron could sensitize cardiac cells to ferroptosis. 

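Hmox1 mRNA was highest at 1 day, with 177, 253 and 226 FPKM in the 3 MI libraries, and then fell to 76.9, 96.5 and 73.8 FPKM at 1 week and 9.18, 11.6 and 28.5 FPKM at 8 weeks, where it remained above sham mice. Its change was smaller at 1 week than at 1 day by 0.95 log2 (standard error 0.40), and smaller at 8 weeks than at 1 week by 2.13 and than at 1 day by 3.09. Steap3, an iron reductase of endosomes, fell at 1 day and rose later (log2 fold changes -1.43, 1.82 and 1.17), and Tfrc, the transferrin receptor, rose slightly at 1 day and fell at 1 week (0.56 and -2.52). Hp, which binds free haemoglobin, rose by 5.82, 4.22 and 5.44 log2. By limma the adjusted p of the Hmox1 stage differences were 0.0418 for 1 week against 1 day, 0.000737 for 8 weeks against 1 week and 8.39e-06 for 8 weeks against 1 day. Macrophages also express Hmox1, and at 1 day 13 of 21 macrophage markers were higher, as was the neutrophil gene S100a8 by 7.87 log2. Each stage was compared with its own 3 sham libraries.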

Since antioxidant gene induction is not consistent, the outcome of oxidative stress remains unclear.

**Fig. 8:**
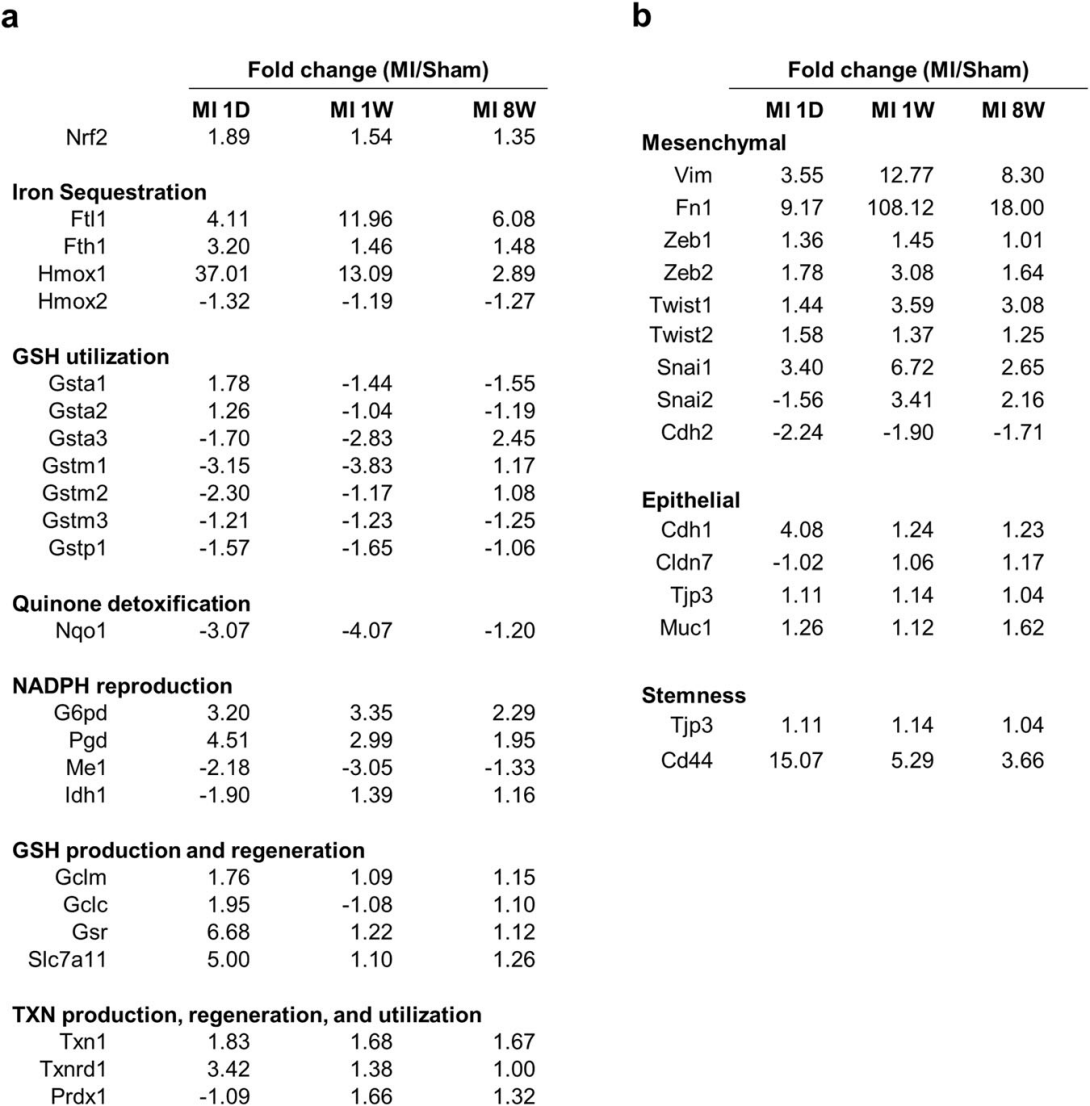
mRNA expression levels from RNA-seq data at each stage of MI. **a** mRNA expression of NRF2 and its target genes. **b** mRNA expression of EMT-related genes

Recently, EMT was shown to be closely linked to ferroptosis sensitivity, possibly via ZEB1-mediated lipogenic reprogamming^53^. Our proteome and transcriptome analysis showed an increase in the EMT pathway at the early stage of MI (Figs. 2 and 8b)^34^. In particular, EMT-related transcription factors such as Zeb1/2, Twist1/2 and Snail1/2 were upregulated in post-MI tissue. Furthermore, vimentin (Vim) and fibronectin-1 (FN-1) were highly expressed throughout MI progression for tissue repair as previously reported (Fig. 8b)^54–56^. 

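Of 69 matrix and epithelial-mesenchymal transition genes, 37 were higher and 6 lower at 1 day, 66 and 2 at 1 week, and 64 and 2 at 8 weeks, the same over the list alone, and 35/11 to 38/11, 64/3 and 60/4 to 61/3 under other scalings. Thbs1, the matrix protein thrombospondin 1 released by platelets and macrophages, rose from 2.66 ± 0.938 to 206 ± 90.7 FPKM at 1 day (mean ± s.d., n = 3). Cd44, the hyaluronan receptor of leukocytes and mesenchymal cells, rose from 2.88 ± 0.520 to 67.7 ± 21.3 FPKM at 1 day. Median log2 fold changes of the 69 genes were 0.87, 3.83 and 2.53. The adjusted p from limma at 1 day were 6.1e-07 for Thbs1 and 1.67e-09 for Cd44. For the 69 genes camera gave adjusted p of 0.00246, 1.42e-06 and 6.66e-07, and with an estimated correlation between genes 0.918, 0.877 and 0.861, so the calls are lost. At 1 day activated fibroblast markers had 7 genes higher and 2 lower while neutrophil markers had 13 of 13 higher, and bulk tissue does not separate a change of cell state from cells that entered. Cd44 lies on chromosome 2 at 102811141 to 102901669 in GRCm38.p6.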

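Snai1, a repressor of epithelial genes, rose from 1.12 ± 0.0339 to 7.72 ± 0.853 FPKM at 1 day and from 0.805 ± 0.257 to 18.6 ± 2.65 at 1 week (mean ± s.d., n = 3). Snai2, a related repressor, fell at 1 day, from 1.67 ± 0.142 to 0.821 ± 0.0167, and rose from 1.58 ± 0.225 to 14.0 ± 0.272 FPKM at 1 week. Zeb2 and Twist1, both active in mesenchymal cells, rose most at 1 week, Zeb2 from 3.00 ± 0.403 to 19.1 ± 0.421 and Twist1 from 0.503 ± 0.195 to 8.42 ± 0.8998 FPKM. Zeb1 rose by 0.69, 1.26 and 0.60 log2 and Twist2 by 0.74, 1.13 and 0.94. In limma, the adjusted p at 1 day were 1.02e-06 for Snai1, 0.0319 for Snai2, 0.000238 for Zeb1, 0.000186 for Zeb2, 0.018 for Twist1 and 0.000289 for Twist2. The fall of Snai2 at 1 day was lost when any of 5 single libraries was left out, without MI 1, 2 or 3, sham 1 or sham 3, and the rise of Twist1 at 1 day without MI 2 or sham 2. At 8 weeks Zeb1 was 0.01 after quantile normalization and -0.04 with median-ratio factors. Of the 11 tested genes of Fig. 8b, 9 were higher and 2 lower at 1 day and 10 and 1 at 1 week and 8 weeks, the same over the list alone, and 9/2, 9/1 to 10/1 and 8/1 to 9/1 under other scalings. The list is the paper's own and not independent evidence. For these genes camera gave adjusted p of 0.0575, 0.153 and 0.15, and under other scalings 0.0196 to 0.0293, 0.00519 to 0.00546 and 0.0029 to 0.00542. With an estimated correlation on the main values, camera gave 0.841, 0.877 and 0.861, and this was not run under the other scalings. Activated fibroblasts express these factors too, and Sfrp2, one of their markers, was higher by 7.39 log2 at 8 weeks. In GRCm38.p6 Snai1 lies on chromosome 2 at 167538195 to 167542814, Snai2 on chromosome 16 at 14705852 to 14709395. Zeb2 lies on chromosome 2 at 44983512 to 45117442 and Twist1 on chromosome 12 at 33957671 to 33959831.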

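Vim, the intermediate filament of mesenchymal cells and leukocytes, rose from 97.0 ± 7.44 to 371 ± 64.4 FPKM at 1 day, 87.2 ± 11.8 to 1250 ± 106 at 1 week and 68.9 ± 1.69 to 773 ± 312 at 8 weeks (mean ± s.d., n = 3). Fn1, the matrix protein fibronectin, rose from 9.48 ± 2.27 to 108 ± 33.5 FPKM at 1 day and from 14.3 ± 2.56 to 1950 ± 415 at 1 week, and was 5.796 ± 0.186 in sham and 211 ± 190 in MI ventricles at 8 weeks. The log2 fold changes were 1.91, 3.83 and 3.39 for Vim, with a standard error of 0.21, and 3.35, 6.99 and 4.57 for Fn1. The rise of Fn1 was greater at 1 week than at 1 day by 3.64 log2 and smaller at 8 weeks than at 1 week by 2.42. That of Vim was greater at 1 week than at 1 day by 1.92 and no difference was called between 8 weeks and 1 week (-0.44). Tested with limma, adjusted p against sham were 7.72e-07, 4.23e-10 and 5.31e-09 for Vim and 5.46e-06, 1.35e-09 and 3.28e-07 for Fn1. Both genes kept their rise under each scaling and when any single library was left out. Macrophages and activated fibroblasts both hold Vim, and Cybb, an oxidase of phagocytes, was higher by 3.85 log2 at 1 week. In GRCm38.p6 Vim lies on chromosome 2 at 13574311 to 13582826 and Fn1 on chromosome 1 at 71585473 to 71653280.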

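Cdh2, the N-cadherin of cardiomyocyte junctions, fell from 61.9 ± 4.97 to 31.4 ± 5.45 FPKM at 1 day and from 56.1 ± 5.47 to 43.8 ± 3.50 at 1 week, and was 54.1 ± 3.01 in sham and 42.9 ± 5.05 in MI ventricles at 8 weeks (mean ± s.d., n = 3). Cdh1, the E-cadherin of epithelia, rose at 1 day from 0.0471 ± 0.0452 to 3.90 ± 0.944 FPKM, but reached only 0.567 ± 0.132 at 1 week and 0.054, 1.29 and 0.316 FPKM in the MI libraries of 8 weeks. Among other epithelial genes, Cldn7, a tight junction claudin, and Tjp3, a scaffold of the same junction, stayed at or below 1.04 and 0.509 FPKM in all libraries. Muc1, a mucin, held 4.24 FPKM in MI 2 of 8 weeks and 0.413 and 0.777 in the others, and these 3 genes did not reach 1 FPKM in 3 libraries and were not tested. The 2 tested lung markers were also highest in MI 2 of 8 weeks, at a mean log2(FPKM + 1) of 3.892 against 1.362 and 1.957 in the other 2 and 0.147 to 0.22 in sham libraries. At 1 day they were 2.137 to 2.509 in MI and 0.261 to 0.352 in sham libraries. Of 8 listed lung markers only these 2 passed the filter, and at 1 day only 1, Napsa, was called higher. Log2 fold changes were -0.97, -0.35 and -0.33 for Cdh2 (standard error 0.12) and 2.21, 0.64 and 0.55 for Cdh1 (0.20). Relative to the median of all genes they were -1.06, -1.14 and -0.86 for Cdh2 and 2.11, -0.15 and 0.03 for Cdh1. By limma the adjusted p were 3.06e-06, 0.0139 and 0.02 for Cdh2 and 8.41e-08, 0.0071 and 0.0198 for Cdh1. The call of Cdh2 at 1 week was lost without MI 1 or sham 2 and at 8 weeks without MI 3, sham 2 or sham 3. That of Cdh1 was lost at 8 weeks without MI 2 (log2 fold change 0.23), and after quantile normalization at both later stages (0.27 and 0.23). Cox7a1, a respiratory subunit of heart muscle, was lower by 4.47 log2 at 1 week, which bears on Cdh2 because cardiomyocytes hold it. In GRCm38.p6 Cdh2 lies on chromosome 18 at 16588877 to 16809246 and Cdh1 on chromosome 8 at 106603350 to 106670247.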

Interestingly, the mesenchymal marker Cdh2 was downregulated, while the epithelial marker Cdh1 was increased during MI, suggesting that EMT-related signalling rather than the EMT process seems to be associated with myocardial infarction (Fig. 8b). Thus, activation of EMT signalling induces an intracellular environment favouring ferroptotic death of myocardial cells during MI.

## Discussion

Emerging studies have revealed that ferroptosis is implicated in several diseases, such as neurodegenerative diseases, ischaemia/reperfusion injury of the kidney, and cancer^33,57^. Several recent studies provide evidence that ferroptosis also contributes to cardiac diseases. In a mouse model of cardiac ischaemia-reperfusion injury, the iron chelator desferrioxamine (DFO) and the glutaminolysis inhibitor Compound 968, both of which inhibit ferroptosis, reduced myocardial infarct size and improved cardiac function^26^. Fer-1, a ferroptosis inhibitor, was shown to suppress cardiomyopathy in a doxorubicin-induced mouse model^58^. In addition, *GPX4*^+/−^ mice fed a high-fat, high-sucrose diet showed an increase in lipid peroxides with enhanced fibrosis and cardiomyopathy^59^. Since inhibition of system *X*_c_^−^ by erastin or an excessive amount of Fe(III)-citrate can induce ferroptosis in cardiomyocytes^60,61^, it is assumed that ischaemic injury in cardiac tissues involves depletion of metabolites such as GSH, leading to myocardial ferroptosis, which eventually induces heart failure. In addition to environmental changes, we proposed here that MI induces the downregulation of GPX4, which could sensitize cardiac cells to ferroptosis in low GSH conditions.

Accumulation of lipid ROS is the key feature of ferroptosis, but the source of ROS is currently unclear. Although depletion of mitochondria or inhibition of mitochondrial complexes delayed the rate of cysteine deprivation-induced ferroptosis, it did not completely abrogate ferroptosis^62,63^. In addition to mitochondria, the ER and lysosomes are also known to provide lipid ROS^64^. Although both compartments contribute to lipid ROS production and ferroptosis, neither compartment is essential for the execution of ferroptosis^25,64,65^. Our data suggest that in cardiomyocytes, inhibition of succinate dehydrogenase, which plays a crucial role in generating ROS during ischaemia-reperfusion injury, did not prevent cysteine deprivation-induced ferroptosis (Fig. 6e). These data suggest that cardiomyocytes might utilize a different ROS source for ferroptosis. Interestingly, we found that DMM slightly enhanced both cysteine deprivation- and RSL3-induced ferroptosis in cardiomyocytes (Fig. 6e and Supplementary Fig. 2b). As several studies have suggested, inhibition of mitochondrial complex I or depletion of mitochondria can sensitize cells to RSL3-induced ferroptosis, but the underlying mechanism is unknown^62,66^. Furthermore, a study showed that inhibition of each mitochondrial complex did not affect RSL3-induced ferroptosis but greatly suppressed cysteine deprivation-induced ferroptosis^63^. These observations suggest different mechanisms or kinetics in GPX4 inhibition-induced ferroptosis and cysteine deprivation-induced ferroptosis^63^. Therefore, identifying crucial pathways in the production of myocardial infarction-associated lipid ROS is important, and further investigation is needed.

A recent study that elaborately analysed the cardiac stem cell population using single-cell mRNA sequencing and Ki67-lineage tracing found that cardiac stem cells do not exist in damaged adult hearts and that therefore cardiomyocytes cannot be regenerated^67^. Damage in cardiac tissues induces the formation of scar tissue to replace the cardiac muscle by facilitating the proliferation of cardiac fibroblasts, thereby preventing cardiac rupture^2,67^. However, cardiac tissue replaced with scar tissue has no cardiac contraction function^2^; thus, preventing cardiomyocyte loss is critical to prevent heart failure. Indeed, many attempts to inhibit fibrosis, cardiomyocyte cell death, and oxidative stress have been tried to eventually protect cardiac tissue^2^. With analysis of recent reports, we suggest that ferroptosis during MI also contributes to cardiomyocyte death and cardiac damage, in part due to a reduction in GPX4 protein. Thus, the identification of mechanisms by which MI suppresses the transcription of GPX4 might provide a novel therapeutic approach to protect cardiomyocytes from ferroptosis and to control heart failure upon MI.

## Materials and methods

### Generation of the MI mouse model

A myocardial infarction (MI) mouse model was previously described^34,68^. Briefly, C57BL/6 mice (8-week-old males) were subjected to an MI or sham operation. After anaesthetization, the proximal left anterior descending (LAD) coronary artery was ligated, and sham-operated animals underwent the same procedure without occlusion of the LAD coronary artery. Then, 1 day, 1 week and 8 weeks after MI, the mice were sacrificed, and their hearts were removed for analysis of protein and mRNA.

### Mass spectrometric analysis

LV heart tissues from three mice at each MI stage and corresponding sham mice were pooled. Tissues were lysed in 7 M urea, and the lysates were denatured, reduced, and digested with trypsin. Samples were labelled with tandem mass tag (TMT) sixplex reagents using a TMT Mass Tagging Kit (Thermo Scientific) according to the manufacturer’s instructions. Labelled samples were analysed with an EASY-nLC1000/LTQ Orbitrap Elite.

### Gene ontology (GO) analysis and gene set enrichment analysis (GSEA)

Gene ontology (GO) and Kyoto Encyclopedia of Genes (KEGG) pathway analysis was performed as follows. GO and KEGG pathway analyses of the differentially expressed proteins (DEPs) (|fold change| > 1.25) at each stage of MI were performed using DAVID 6.7 or Cytoscape with the ClueGO plug-in. The *p*-value was calculated using right-sided hypergeometric tests and the Benjamini-Hochberg correction for multiple testing.

For the identification of enriched proteome signatures, we used the gene set enrichment analysis (GSEA) tool (v3.0) from the Broad Institute at the Massachusetts Institute of Technology. GSEA was performed by comparing normalized protein expression data obtained from the three different stages of MI. We used hallmark gene sets from MSigDB to interpret the proteomic signatures during the progression of MI.

### Analysis of RNA-seq data

We previously reported RNA-seq data from mouse LV tissues of MI or sham animals (GSE114695)^34^. The expression levels of GPx family members, genes involved in the NRF pathway, and EMT-related genes were re-analysed from the RNA-seq data.

### Cell culture, siRNA transfection and cysteine deprivation

H9c2 and C2C12 cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, HyClone-Thermo Scientific, South Logan, UT, USA) supplemented with 10% foetal bovine serum (GIBCO) and 1% penicillin/streptomycin (Invitrogen, Carlsbad, CA) in 5% CO_2_ at 37 °C. Hypoxic conditions were achieved by incubating cells in an environment containing 1% O_2_, 94% N_2_, and 5% CO_2_ in a multigas incubator (Sanyo, Osaka, Japan) as previously described^69^. C2C12 cells were differentiated in 2% horse serum as previously described^70^. The ON-TARGET plus SMARTpool for mouse GPX4 siRNA (L-072959-01), rat GPX4 siRNA (L-087948-02), rat Acsl4 siRNA (L-091863-02) and a non-targeting pool (siNT, D-001810-10) were purchased from Dharmacon (Lafayette, CO, USA). H9c2 cells were transfected with siRNAs using RNAiMax (Invitrogen) via the reverse-transfection method according to the manufacturer’s protocol.

For primary culture of neonatal rat ventricular myocytes (NRVMs), NRVMs were isolated from 1-day-old Sprague-Dawley rat pups using the Neonatal Cardiomyocyte Isolation System (Worthington biochemical, Lakewood, NJ) according to the manufacturer’s instructions as described previously^71^. NRVMs were plated at a density of 1 million cells on 60-mm dishes coated with 1% gelatine (Corning, Corning, NY, USA) and cultured overnight in DMEM supplemented with 10% FBS, 1% antibiotics, and 0.1 mmol/L BrdU at 37 °C in a humidified incubator with 5% CO_2_. The following day, the cells were placed in serum-free medium without antibiotics for 24 h prior to siRNA transfection. The cells were then transfected with 20 nM siRNA using the DharmaFECT-3 reagent (Dharmacon) according to the manufacturer’s instructions.

For cysteine deprivation, DMEM (no glutamine, no methionine and no cysteine; 21013024, GIBCO) supplemented with 10% FBS and 2 mM L-glutamine (GIBCO) was used because methionine is also a source of cysteine. H9c2 cells and NRVMs were washed in phosphate-buffered saline (PBS) two times, cultured with fresh DMEM or cysteine-deficient DMEM, and incubated for 48 h in the absence or presence of ferroptosis inhibitors.

For glucose deprivation, DMEM (no d-glucose; 11966-025, GIBCO) supplemented with 10% FBS and 1% antibiotics was used.

### Chemicals

RSL3 (S8155), Fer-1 (S7243), birinapant (Biri, S7015), and z-VAD-fmk (zVAD, S7023) were purchased from Selleck Chemicals (Houston, TX, USA). Necrostatin-1 (Nec-1, BML-AP309) was purchased from Enzo Life Sciences (Farmingdale, NY, USA). DMM (136441) and Lip-1 (SML1414) were purchased from Sigma-Aldrich (St. Louis, MO, USA). Recombinant Rat TNF-alpha Protein (TNF-α, 510-RT) was purchased from R & D Systems (Minneapolis, MN, USA).

### Cell viability analysis and PI uptake assay

Cell viability was determined by cellular ATP levels using the CellTiter-Glo reagent according to the manufacturer’s protocol (CellTiter-Glo® 2.0 Assay, G9243, Promega). For the propidium iodide (PI) uptake assay, cells were incubated with 10 μg/mL PI for 15 min and then harvested using trypsin. After washing cells with PBS, the number of dead cells was determined as the PI-positive population using flow cytometry (BD FACSCalibur, BD Biosciences).

### Lipid peroxidation assay

Lipid peroxidation was determined by measuring the amount of malondialdehyde (MDA) using a Lipid Peroxidation assay kit (ab118970, Abcam) according to the manufacturer’s instructions. Briefly, H9c2 cells were homogenized with lysis buffer, and the supernatant was prepared with a thiobarbituric acid (TBA)-glacial acetic acid reagent. After incubation at 95 °C for 1 h, the MDA-TBA adduct was quantified colourimetrically at 532 nm using a spectrophotometer.

### GSH measurements

GSH levels were measured by biochemical determination using Ellman’s reagent. H9c2 cells were washed twice with DPBS and collected into MES buffer using a cell scraper, followed by sonication and centrifugation at 10,000 × *g* and 4 °C for 15 min. Supernatants were collected, and protein was quantified by a Bradford assay. Total GSH was measured using a glutathione assay kit according to the manufacturer’s instructions (Cat# 703002, Cayman Chemical, Ann Arbor, USA) following sample deproteinization using metaphosphoric acid. The GSH level was normalized to the total protein concentration for each sample.

### Western blot analysis

Western blot analysis was performed as described previously^72^. Briefly, cells were lysed in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.5% Triton X-100, and 1 mM EDTA containing a protease inhibitor cocktail). The whole-cell extracts were subjected to western blot analysis using the following antibodies: anti-GPX4 (ab125066, Abcam, Cambridge, UK), anti-Hsp90 (sc-7947, Santa Cruz, CA, USA), anti-ACSL4 (sc-271800, Santa Cruz, USA), anti-β-actin (A5316, Sigma-Aldrich, MO, USA), anti-MLKL (ab196436, Abcam), and anti-PARP (9542, Cell Signaling Technology, Danvers, USA), anti-HIF-1α (14179, Cell Signaling Technology).

### qRT-PCR analysis

Total RNA was extracted with an Easy-spin Total RNA kit (17221, Intron Biotechnology, Korea) according to the manufacturer’s instructions. cDNA was synthesized from 1 μg of total RNA using M-MLV Reverse Transcriptase (Promega) according to the manufacturer's protocol. Amplified cDNA was analysed via real-time PCR (BIO-RAD) with the following primers: mGPX4 (forward), 5′-GCAACCAGTTTGGGAGGCAGGAG-3′; mGPX4 (reverse) 5′-CCTCCATGGGACCATAGCGCTTC-3′; mL32 (forward), 5′-GGCCTCTGGTGAAGCCCAAGATCG-3′; and mL32 (reverse), 5′-CCTCTGGGTTTCCGCCAGTTTCGC-3′.

### Ethics statement

All experimental procedures were performed in accordance with the guidelines and regulations approved by the Animal Care and Use Committee of the Gwangju Institute of Science and Technology (IACUC GIST-2017-006) and Chonnam National University (CNU IACUC-H-2016-36).

## Supplementary information

Supplementary Figure legends

Supplementary Figure

Supplementary table 1

Supplementary table 2-4

# Supplementary material for: Quantitative proteomic analyses reveal that GPX4 downregulation during myocardial infarction contributes to ferroptosis in cardiomyocytes
**Source:** Cell Death Dis. 2019 Nov 4;10(11):835. doi: 10.1038/s41419-019-2061-8
**Supplement:** Supplementary file 1 — Supplementary Figure legends

**Supplementary Table 1. Normalized expression of proteins detected by LC/MS-MS at each stage of MI.**

**Supplementary Table 2. Significantly upregulated or downregulated proteins at the early stage (1 day) of MI.**

**Supplementary Table 3. Significantly upregulated or downregulated proteins at the middle stage (1 week) of MI.**

**Supplementary Table 4. Significantly upregulated or downregulated proteins at the late stage (8 weeks) of MI.**

**Supplementary Figure 1. RSL3 induces necrosis-like morphological changes in H9c2 cells**. (a) Cells were treated with various concentrations of RSL3 for 3 h or 5 h and were imaged with a phase contrast microscope (Scale bars, 100 μm). (b) H9c2 cells were incubated in cysteine-depleted DMEM for 36 h and 48 h and were imaged with a phase contrast microscope (Scale bars, 100 μm).

**Supplementary Figure 2. Succinate dehydrogenase and ACSL4 are not involved in RSL3-induced ferroptosis in H9c2 cells.** (a) H9c2 cells pretreated with increasing concentrations of DMM for 3 h were treated with RSL3 as indicated for 24 h. Cell viability was determined by CellTiter-Glo. The data are the mean ± s.d.; n = 3, with *P<0.05, **P < 0.01 and ***P < 0.001 compared to non-treated with a two-sided Student’s t-test. (b) H9c2 cells transfected with ACSL4 siRNA for 48 h were treated with RSL3 for 24 h.

**Supplementary Figure 3.** Differentiation of C2C12 myocytes diminishes ferroptosis sensitivity. (A) RSL3-induced cell death in undifferentiated C2C12 cells. C2C12 cells were treated with increasing concentrations of RSL3 for 24 h. Cell viability was measured using CellTiter-Glo. (B) Inhibition of RSL3-induced death of C2C12 cells by Fer-1. C2C12 cells were treated with 1 μM RSL3 in the presence of 1 μM Fer-1 for 24 h. (C) RSL3-induced cell death in differentiated C2C12 cells. C2C12 cells were differentiated for 5 days and treated with RSL3 as indicated.

# Supplementary material for: Quantitative proteomic analyses reveal that GPX4 downregulation during myocardial infarction contributes to ferroptosis in cardiomyocytes
**Source:** Cell Death Dis. 2019 Nov 4;10(11):835. doi: 10.1038/s41419-019-2061-8
**Supplement:** Supplementary file 2 — Supplementary Figure

## Slide 1
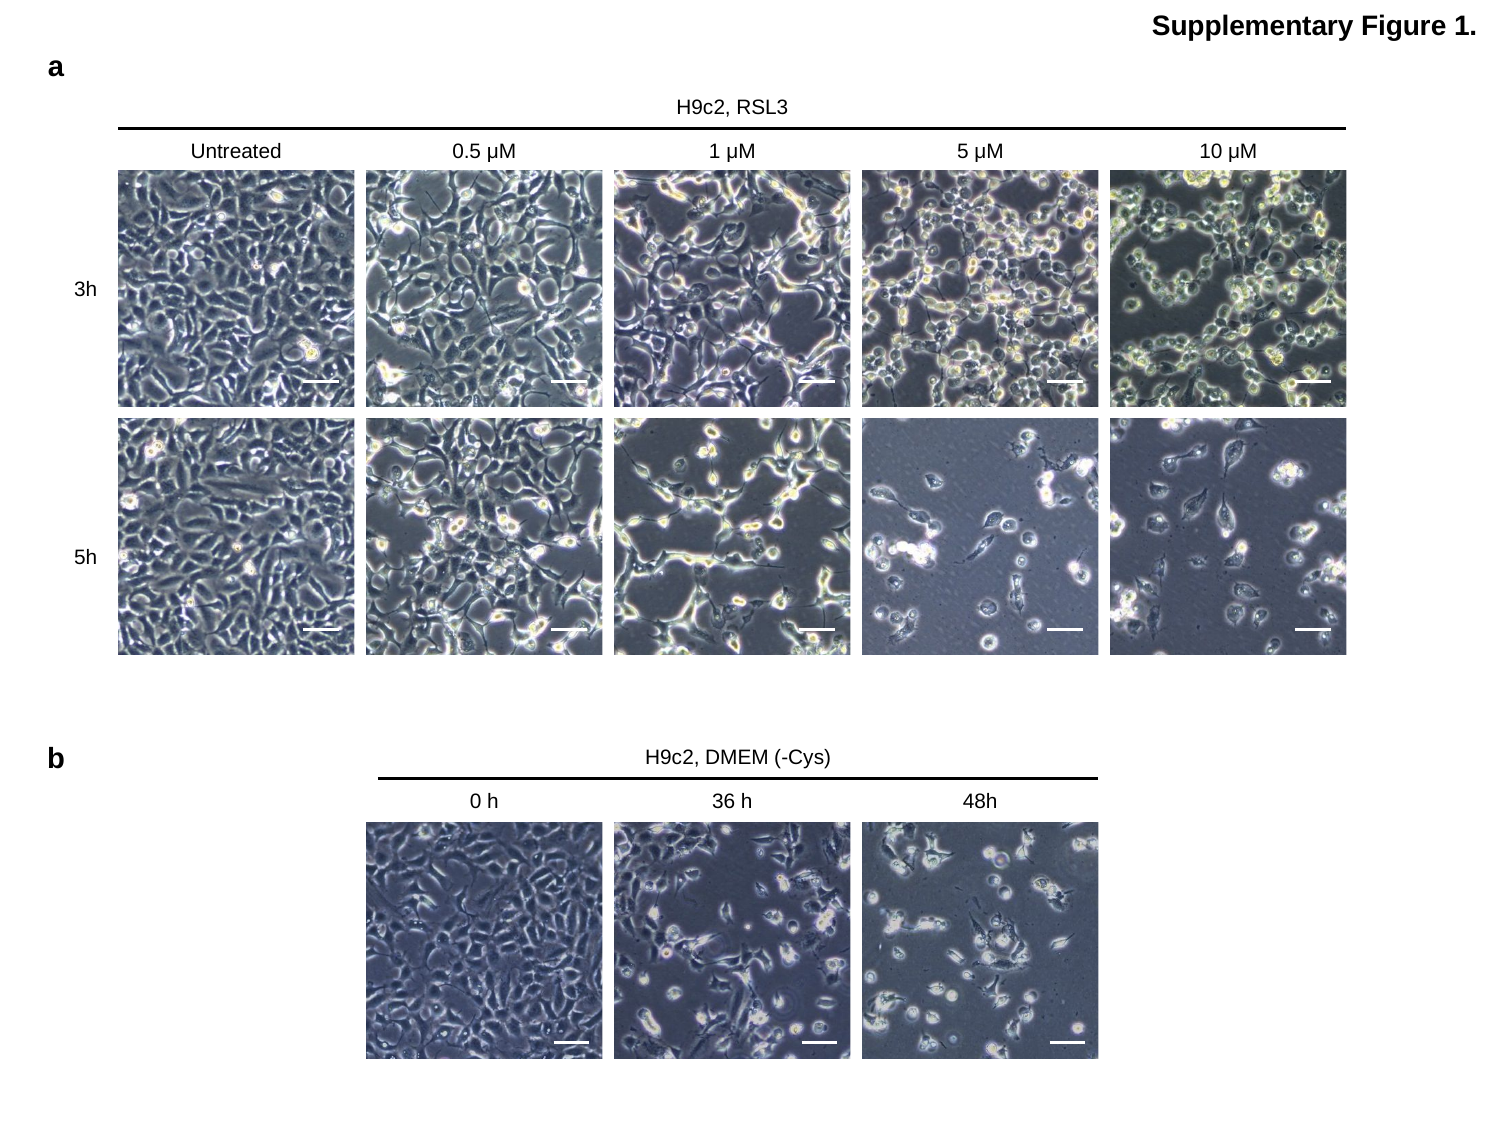

Supplementary Figure 1.
a
H9c2, RSL3
Untreated
0.5 μM
1 μM
5 μM
10 μM
3h
5h
b
H9c2, DMEM (-Cys)
0 h
36 h
48h

## Slide 2
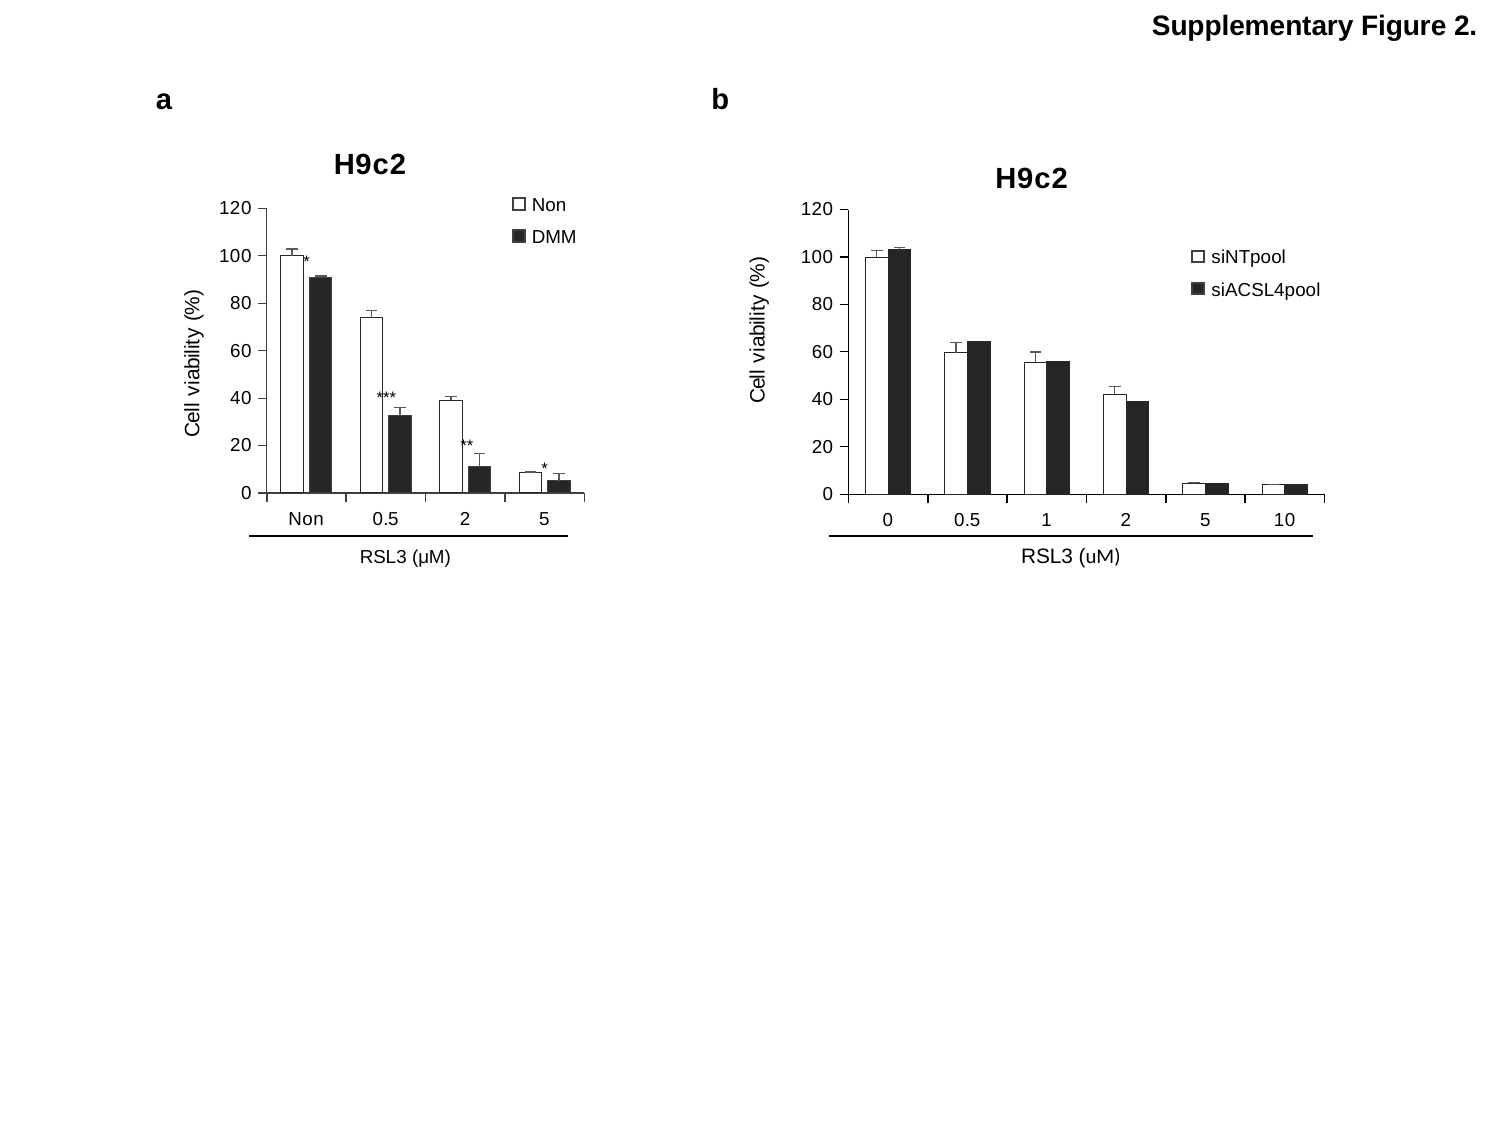

Supplementary Figure 2.
a
b
### Chart: H9c2
| Category | Untreated | 10mM |
|---|---|---|
| Non | 100.0 | 91.0276149347353 |
| 0.5 | 73.95684253715257 | 32.6626749838316 |
| 2 | 39.16772717473696 | 11.005639816688573 |
| 5 | 8.456943372346123 | 5.131190063908651 |Non
DMM
RSL3 (μM)
*
***
**
*
### Chart: H9c2
| Category | siNon | siACSL4 |
|---|---|---|
| 0 | 100.0 | 102.95779970821211 |
| 0.5 | 59.71003365604779 | 64.44630949604452 |
| 1 | 55.699993020243 | 55.87193337566585 |
| 2 | 42.081721037838804 | 38.88414114090087 |
| 5 | 4.531734912233811 | 4.631919960913361 |
| 10 | 4.118822702255483 | 4.340472546572854 |siNTpool
siACSL4pool
RSL3 (uM)

## Slide 3
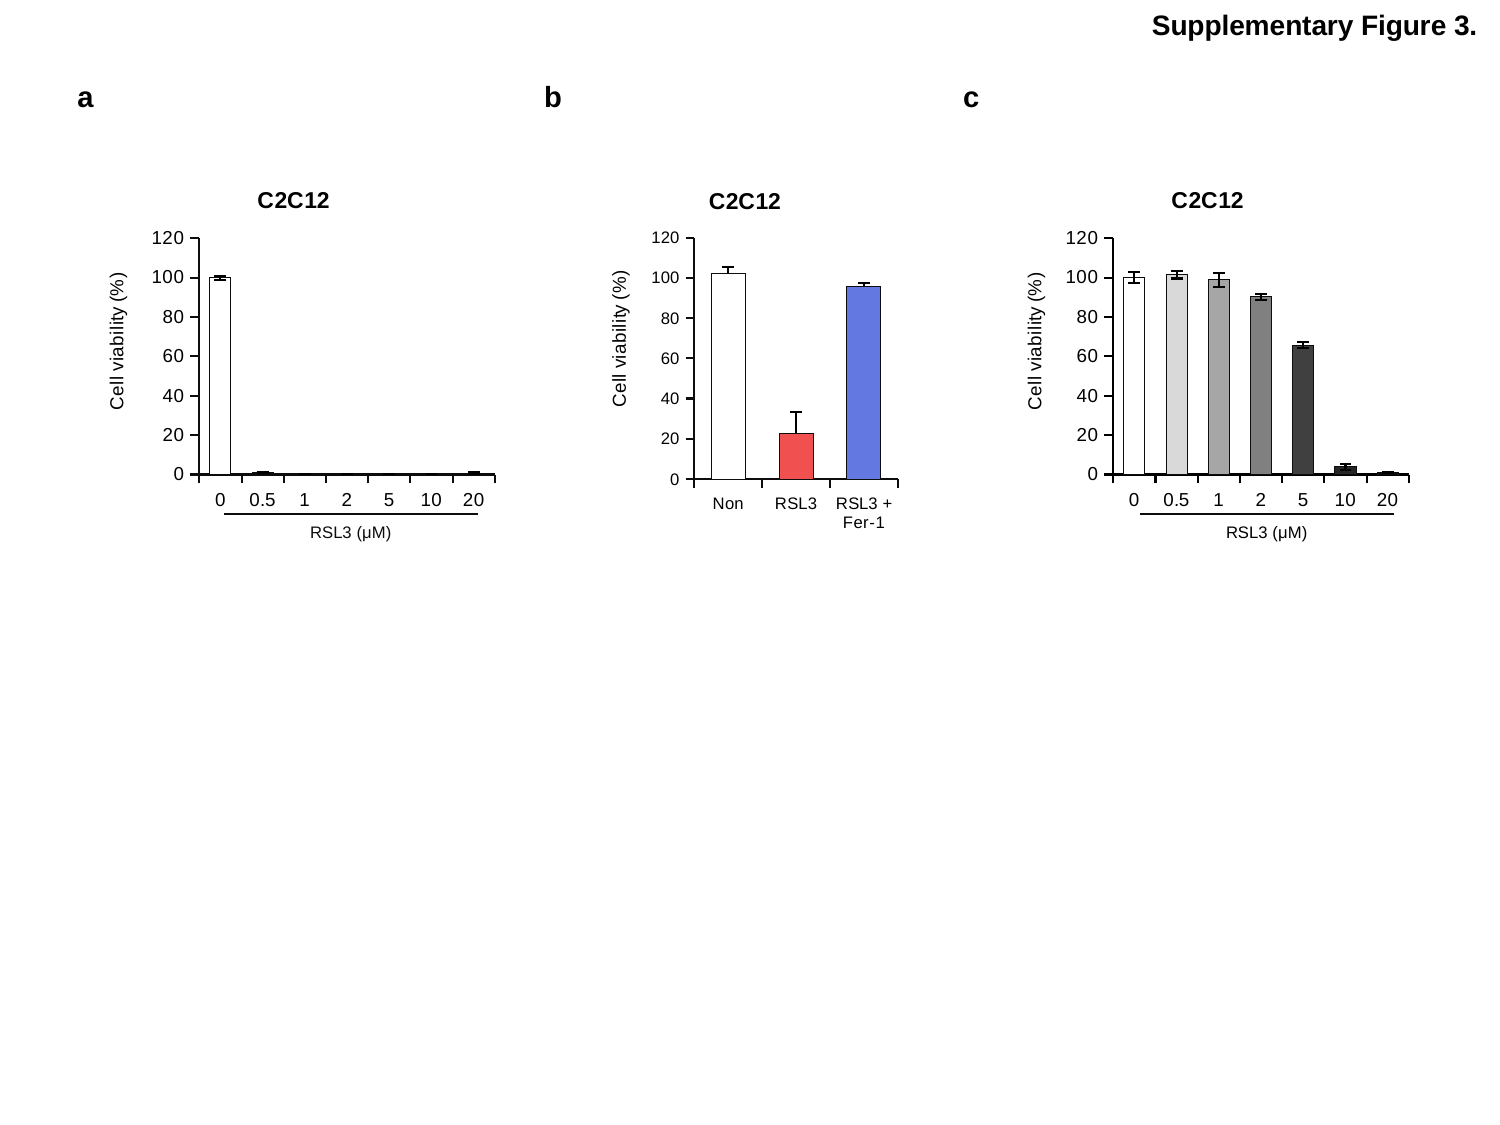

Supplementary Figure 3.
a
b
c
### Chart: C2C12
| Category | |
|---|---|
| 0 | 100.0 |
| 0.5 | 0.7902940645354559 |
| 1 | 0.3730295492372968 |
| 2 | 0.24782779719667905 |
| 5 | 0.2651858218534731 |
| 10 | 0.36351063249002263 |
| 20 | 0.615034009129761 |
### Chart: C2C12
| Category | |
|---|---|
| 0 | 100.0 |
| 0.5 | 101.44018269303074 |
| 1 | 98.84022600760944 |
| 2 | 90.27908690271369 |
| 5 | 65.67388161559411 |
| 10 | 3.9424561674315846 |
| 20 | 0.8829177363822804 |RSL3 (μM)
### Chart: C2C12
| Category | |
|---|---|
| Non | 102.29616656937148 |
| RSL3 | 22.627737626380977 |
| RSL3 + Fer-1 | 95.85105887318463 |RSL3 (μM)

# Supplementary material for: Quantitative proteomic analyses reveal that GPX4 downregulation during myocardial infarction contributes to ferroptosis in cardiomyocytes
**Source:** Cell Death Dis. 2019 Nov 4;10(11):835. doi: 10.1038/s41419-019-2061-8
**Supplement:** Supplementary file 4 — Supplementary table 2-4

## Slide 1
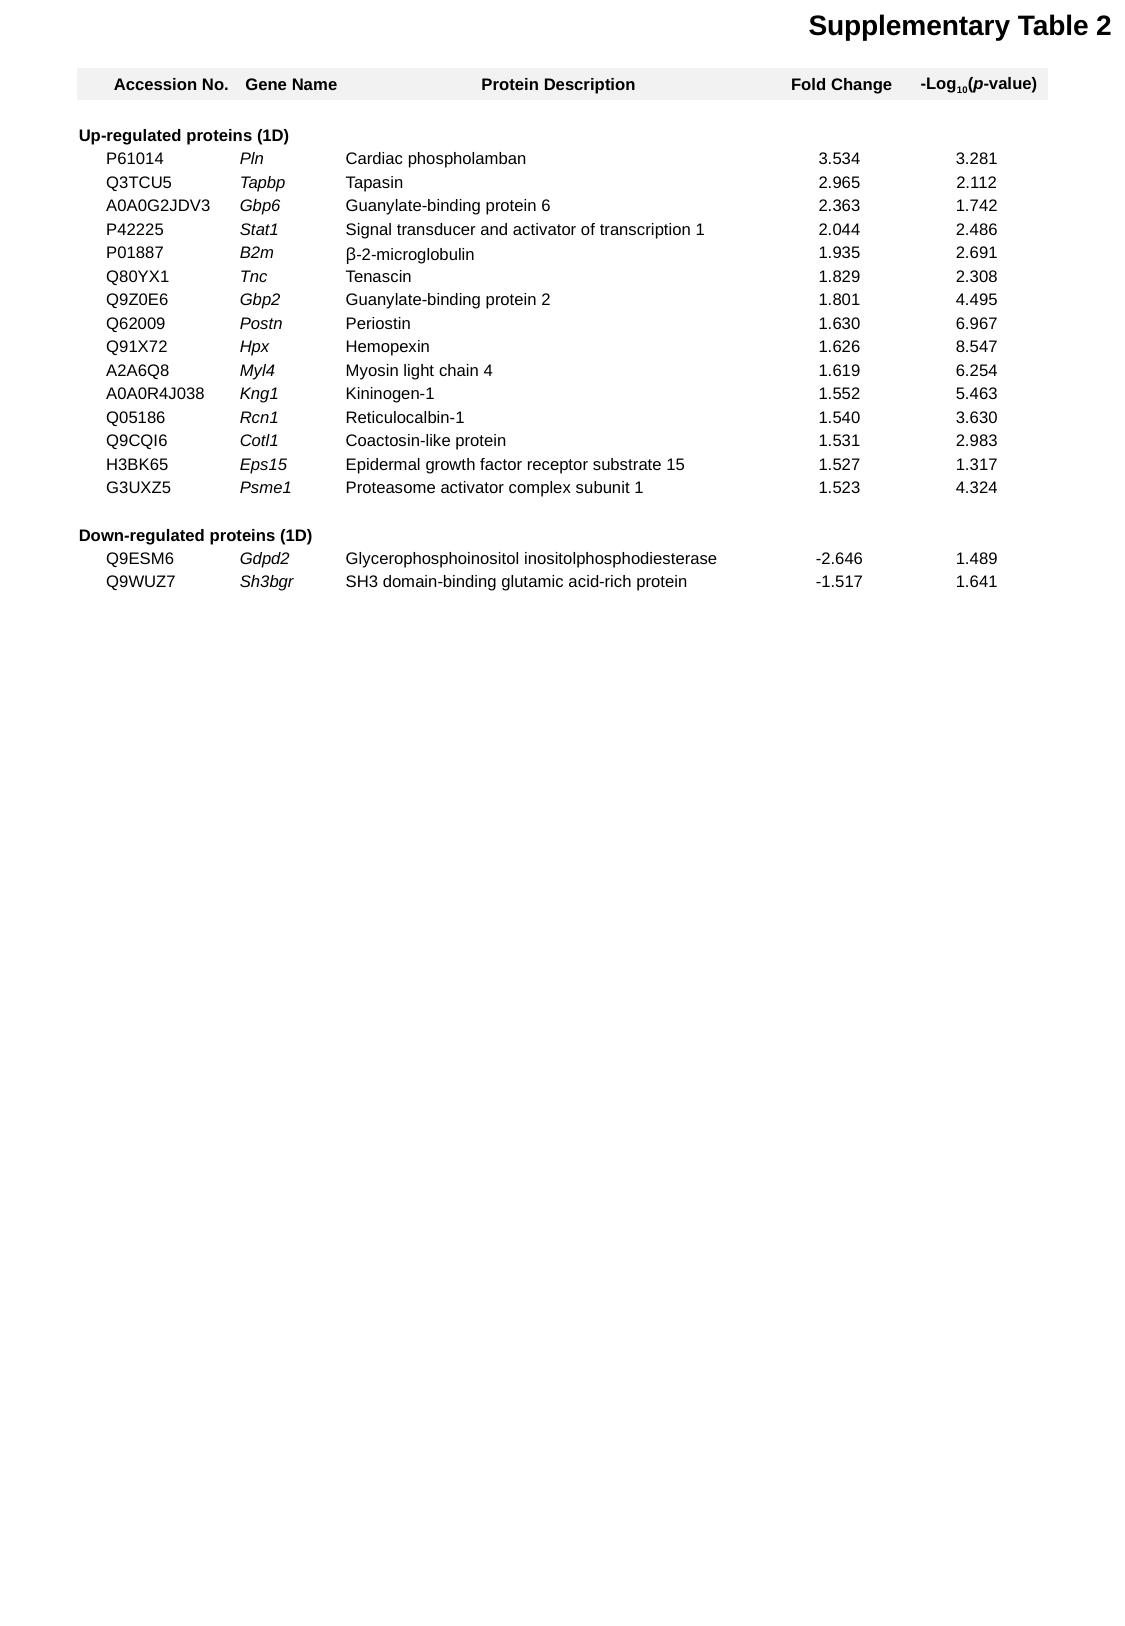

Supplementary Table 2
| | Accession No. | Gene Name | Protein Description | Fold Change | -Log10(p-value) |
| --- | --- | --- | --- | --- | --- |
| | | | | | |
| Up-regulated proteins (1D) | | | | | |
| | P61014 | Pln | Cardiac phospholamban | 3.534 | 3.281 |
| | Q3TCU5 | Tapbp | Tapasin | 2.965 | 2.112 |
| | A0A0G2JDV3 | Gbp6 | Guanylate-binding protein 6 | 2.363 | 1.742 |
| | P42225 | Stat1 | Signal transducer and activator of transcription 1 | 2.044 | 2.486 |
| | P01887 | B2m | β-2-microglobulin | 1.935 | 2.691 |
| | Q80YX1 | Tnc | Tenascin | 1.829 | 2.308 |
| | Q9Z0E6 | Gbp2 | Guanylate-binding protein 2 | 1.801 | 4.495 |
| | Q62009 | Postn | Periostin | 1.630 | 6.967 |
| | Q91X72 | Hpx | Hemopexin | 1.626 | 8.547 |
| | A2A6Q8 | Myl4 | Myosin light chain 4 | 1.619 | 6.254 |
| | A0A0R4J038 | Kng1 | Kininogen-1 | 1.552 | 5.463 |
| | Q05186 | Rcn1 | Reticulocalbin-1 | 1.540 | 3.630 |
| | Q9CQI6 | Cotl1 | Coactosin-like protein | 1.531 | 2.983 |
| | H3BK65 | Eps15 | Epidermal growth factor receptor substrate 15 | 1.527 | 1.317 |
| | G3UXZ5 | Psme1 | Proteasome activator complex subunit 1 | 1.523 | 4.324 |
| | | | | | |
| Down-regulated proteins (1D) | | | | | |
| | Q9ESM6 | Gdpd2 | Glycerophosphoinositol inositolphosphodiesterase | -2.646 | 1.489 |
| | Q9WUZ7 | Sh3bgr | SH3 domain-binding glutamic acid-rich protein | -1.517 | 1.641 |

## Slide 2
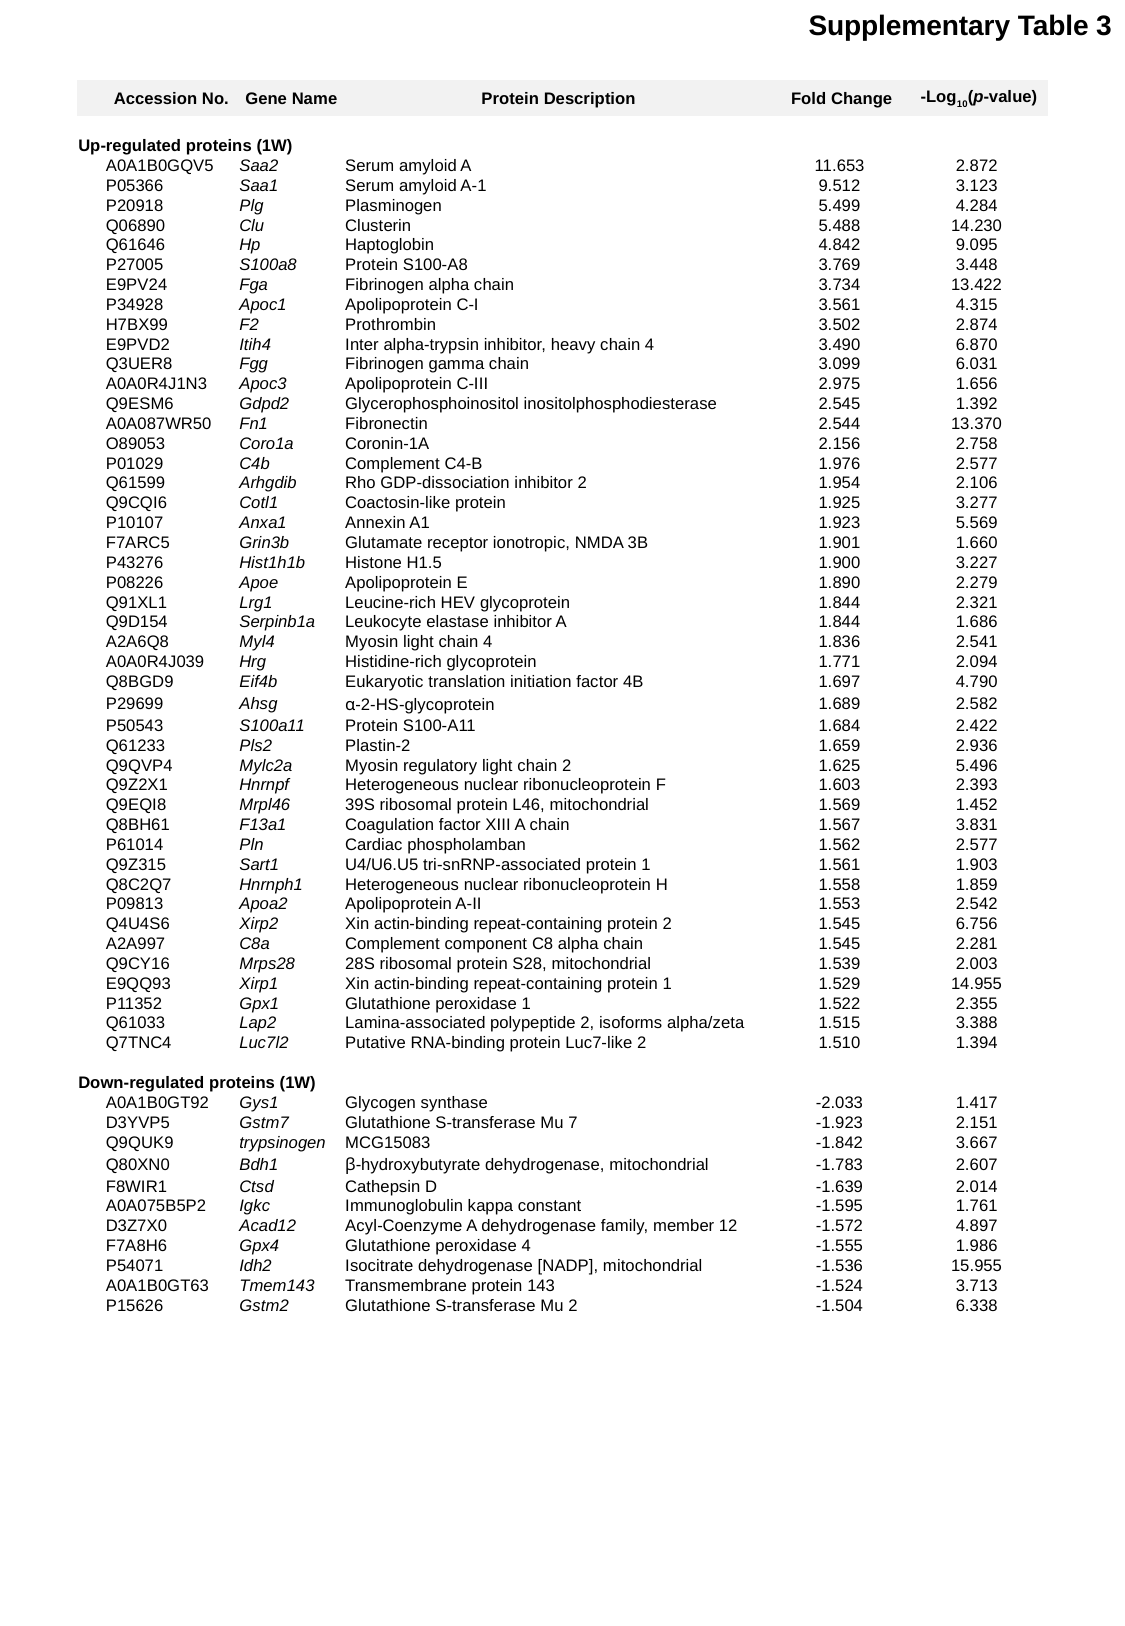

Supplementary Table 3

## Slide 3
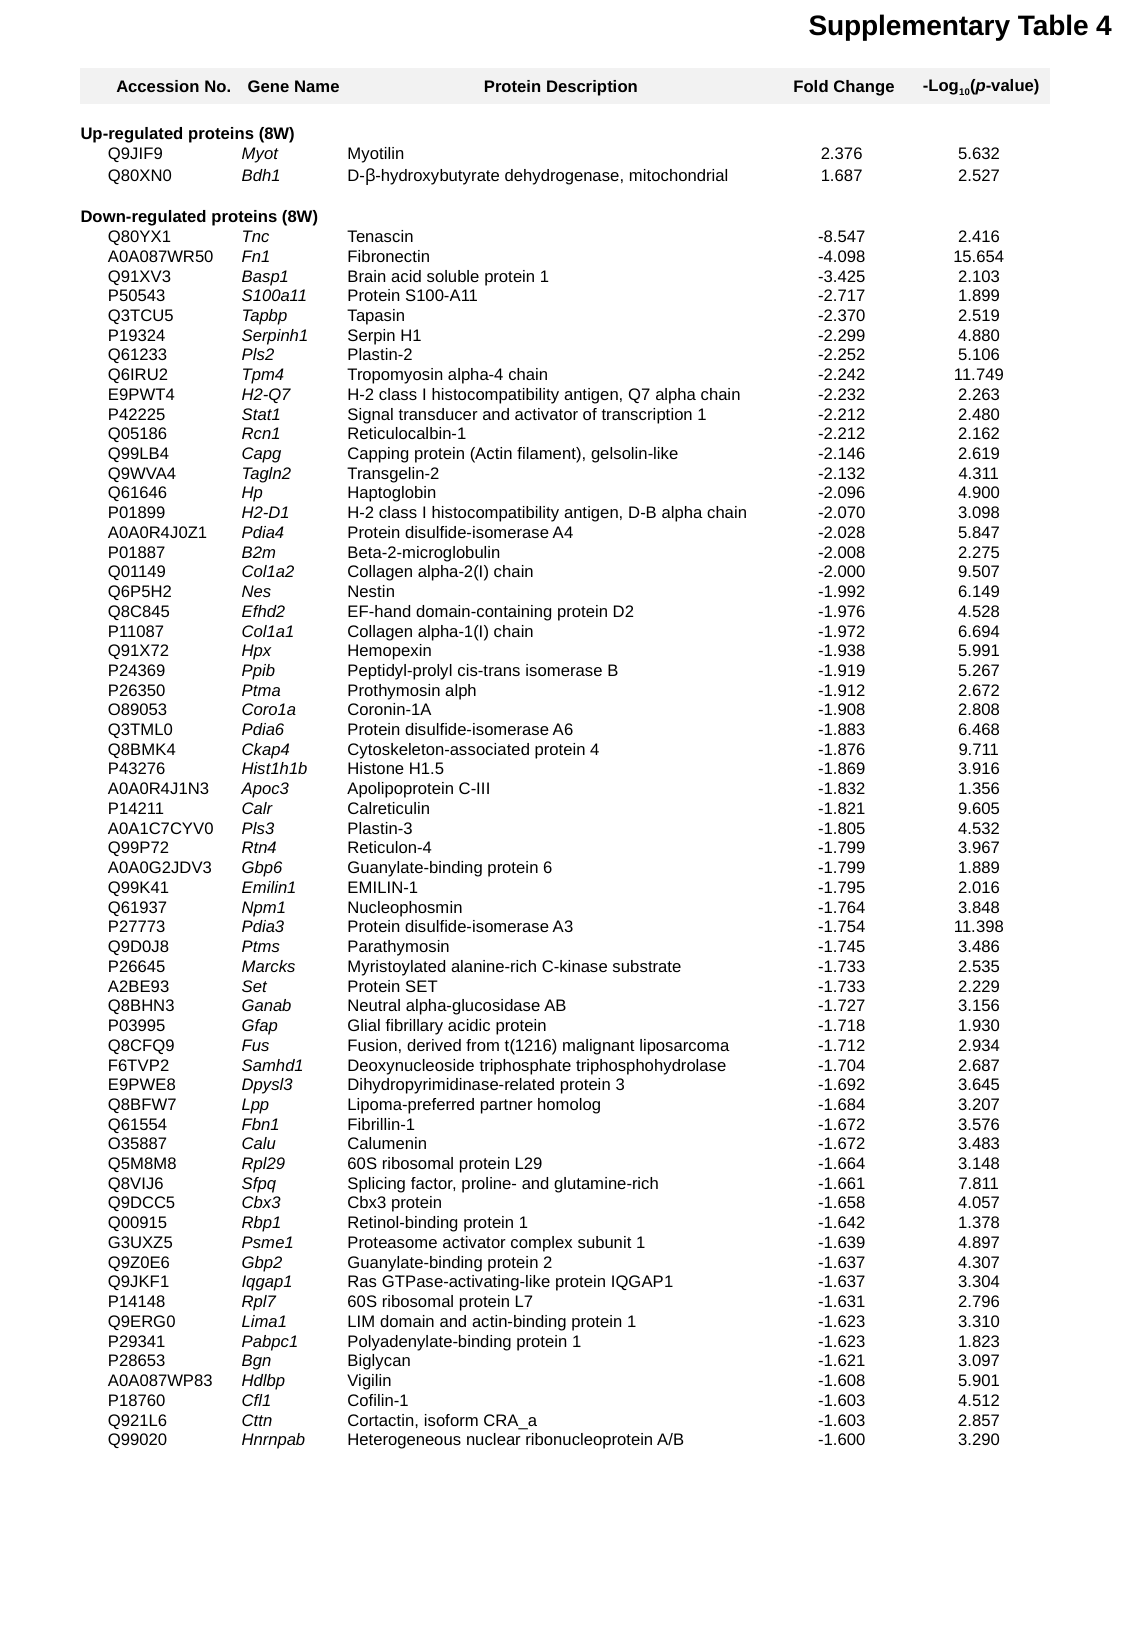

Supplementary Table 4

How the deposited data were processed for this re-analysis (not part of the article)

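RNA for gene expression and small RNA had been sequenced from left ventricles of mice with MI or a sham operation 1 day, 1 week and 8 weeks after surgery, with 3 libraries per group, stage and RNA type, 36 in all. The labels say that the RNA came from pooled ventricles and do not say how many animals each library holds. The sample records name TopHat2 2.0.13, Bowtie2 2.2.3 and Cufflinks 2.2.1 and the mouse build mm10 for the mRNA, without the options used; the mapper and the miRBase release of the small RNA are not stated.

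The authors deposited FPKM, reads of a gene scaled by its length and by the mapped reads of the library, for 16415 genes and 18 libraries, without counts, so the depth of these libraries is unknown. The deposited log2 columns are the authors' normalized values of log2(FPKM + 1), which have almost the same distribution in all libraries. The deposited signed fold score is the authors' ratio of sham to MI from these columns, with a negative inverse below 1, and a Welch test of the same columns gives the deposited p-value within 1 percent for 100 percent of genes, as it does for the folds. For the small RNA the authors deposited a count of reads for each of 624 miRNAs, and RPM that the authors computed from it over the listed miRNAs, so the totals are of reads assigned to miRNAs. Of the mRNA genes, 32 have no symbol and 2 are at 0 in all libraries, and no symbol occurs on 2 lines.

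For mRNA, log2(FPKM + 1) was analysed for 12858 genes with FPKM of at least 1 in at least 3 libraries. One linear model with the 6 groups, 12 residual degrees of freedom, was fitted with limma 3.58.1 with an intensity trend, and MI was compared with the sham group of the same stage, and these differences between stages, with Benjamini-Hochberg adjustment and a threshold of 0.05. Changes relative to all genes are the log2 fold change minus the median over tested genes. 37 lists of genes, for pathways the paper names and for cell types, were tested with camera at its preset correlation of 0.01, adjusted over the 37 lists of a stage. Small RNA counts were analysed with edgeR 4.0.16 (TMM factors, quasi-likelihood F test) for 358 miRNAs with RPM of at least 10 in at least 3 libraries. The common dispersion was 0.0238, a coefficient of variation of 15.4 percent, and standard errors are approximate, from the log2 fold change and the square root of F. The design had named limma on log2(RPM + 1) for this, before the file was found to hold counts, so that test became an alternative. 4 lists of miRNAs were tallied. Fold changes on the log2(FPKM + 1) scale are smaller than ratios of FPKM for genes with low FPKM.

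Genes named in the text are those the paper names for RNA-seq; per stage the 5 largest rises and falls with an adjusted p below 0.05, no overlap between libraries and a mean of at least 5 FPKM, leaving out predicted genes, small RNA genes, haemoglobins and immunoglobulins; and up to 4 members of each list. The result for 1 gene that the rule names is not reported here. For miRNAs they are among the 5 largest rises and falls per stage with a mean of at least 50 RPM and the members of the 4 miRNA lists. The gene lists, comparisons, this rule and most alternatives were fixed before the data were examined, but the values printed in Fig. 3 and Fig. 8 had been seen when the rule was written.

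Alternatives were another pseudocount (0.1), no filter and a stricter one (mean of at least 5 FPKM or 50 RPM), quantile normalization, median-ratio factors, each stage fitted alone, the replicate number as a block, no trend, leaving out each library in turn, camera with an estimated correlation, fry in place of camera, and for miRNAs DESeq2 1.42.0, other edgeR factors and limma 3.58.1 on log2(RPM + 1) and log2(RPM + 10). The authors' normalized values, DESeq2 and the other edgeR factors were added later.

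The methods were tested on simulated data with 200 changed among 12858 mRNAs and 200 among 358 miRNAs at 1 day of MI. The real libraries gave 9046 changed mRNAs at that stage, so the mRNA shares given next need not hold there. limma found 41.8, 88.1 and 100 percent of mRNAs changed by 0.5, 1 and 2 log2, with 10 false calls, and edgeR 64.2, 92.5 and 100 percent of miRNAs, with 7. No 2 libraries were copies of each other: the highest correlation of mRNA libraries was 0.9973, and the lowest chi-square per degree of freedom between small RNA libraries 86.6. Gene positions are those of GRCm38.p6, the same build as mm10, and 12833 of the 12858 genes were found there by gene number; no other gene overlaps Gpx4. R 4.3.3, Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The proteome, western blot, qRT-PCR and cell culture results have no values in the deposited files and were left out, apart from the protein table of the paper.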

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

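The tests of the scaling of the libraries and of a lower share of cardiomyocytes, below, the scaling to equal totals and the count of exchanged MI libraries among splits were chosen only after the results were seen. Groups of 3 libraries were not tested for single samples far from the others, and differences in tissue markers between the MI libraries of 8 weeks are given under other observations. For genes the paper names, the effect of MI differed between stages in limma with calls in opposite directions. From 1 day to 1 week it rose for Gpx3 by 3.3027 (standard error 0.25, limma adjusted p 3.86e-08), Gstm2 by 1.3561 (0.17, 6.36e-06), Hmox2 by 0.5514 (0.09, 6.97e-05), Idh1 by 1.7525 (0.28, 5.88e-05) and Snai2 by 3.0969 (0.30, 4.61e-07). From 1 week to 8 weeks it rose for Gpx4 by 1.0486 (0.15), Gsta3 by 3.0045 (0.37, limma adjusted p 5.51e-05) and Gstm1 by 1.904 (0.18, 9.01e-06). From 1 day to 8 weeks it rose for Gpx3 by 3.3184 (limma adjusted p 4.25e-08), Gpx4 by 0.9374, Gstm1 by 2.0287 (2.83e-07), Gstm2 by 1.5523 (2.3e-06), Gstp1 by 0.7892 (4.03e-05), Idh1 by 1.3877 (0.000571) and Snai2 by 2.3198 (1e-05). Several of the later values rest on the scaling: Gstm2 and Hmox2 at 1 week, and Gpx4 and Gstp1 at 8 weeks, turn to the other direction after quantile normalization (-0.22, -0.24, -0.11 and -0.08). At 8 weeks Gstm1, Gstm2 and Idh1 are then no longer called (0.21, 0.11 and 0.21, limma adjusted p 0.161, 0.458 and 0.197). With median-ratio factors Gstm1 and Gstm2 turn to -0.14 and -0.17 at 8 weeks, and Idh1 is not called at 1 week (0.14) or 8 weeks (0.03). Gstm2 (-0.61) and Hmox2 (-0.59) at 1 week are then called lower (limma adjusted p 0.000641 and 1.87e-06). So are Gpx4 (-0.42) and Gstp1 (-0.398) at 8 weeks (limma adjusted p 0.0407 and 0.000447). The 1-day calls of Gpx3, Snai2 and Hmox2 are lost without single libraries (Gpx3 -0.29 without MI 3, Snai2 -0.53 without sham 3, Hmox2 -0.16 without MI 1). The Gpx4 stage difference 8 weeks against 1 day is 0.36 and not called with median-ratio factors.

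Signals in data that the paper does not report were the miRNAs, with 224, 312 and 286 changed at the 3 stages, and the markers of cell types. Their medians were -1.3191, -2.9154 and -0.8172 for cardiomyocyte, 5.3629 for neutrophil at 1 day, 1.9338, 3.8396 and 2.3857 for macrophage, 5.2735 and 4.3136 for activated fibroblast at 1 week and 8 weeks and 2.4883 for resting fibroblast markers at 8 weeks. Over the 10 splits of 3 and 3 libraries, only the real one of each stage gave as many changed mRNAs (9046, 11489 and 10414), and the highest other gave 0 by limma at each stage, with at most 413, 193 and 4658 genes at an unadjusted p below 0.05. For miRNAs the highest other splits gave 0, 0 and 1 by edgeR, with at most 51, 9 and 20 at an unadjusted p below 0.05. With 10 splits the share can never be under 0.05. For the differences between stages, 100 splits were drawn: 1 of 100, the real one, was as large for 1 week against 1 day (9236 genes, highest other 9064) and 1 for 8 weeks against 1 day (8190, highest other 7415), a share under 0.05. For 8 weeks against 1 week 6 of 100 were as large (6055, highest other 7434), so chance is not excluded. The splits with high counts kept the MI libraries of each stage together and exchanged sham libraries or the side of all sham libraries. Those that exchanged an MI library gave at most 2, 51 and 8 genes for 1 week against 1 day, 8 weeks against 1 day and 8 weeks against 1 week. Exchanging MI libraries mixes stages that differ widely, which by itself leaves few calls, and the splits that kept them were 10 and 9 for the first 2 differences (8220 to 9064 and 6964 to 7415 genes), too few for a share under 0.05. Whether chance can be excluded for these 2 is therefore left open.

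Lower Gpx4 mRNA at 1 day and 1 week was weighed. Scaling of the libraries is argued against, since the highest log2 fold change over 3 other scalings and both stages was -0.567 with a standard error of 0.101. A lower share of cardiomyocytes alone, with no entry of other cells, is argued against. Alone it would raise the markers of all other cells alike. At 1 week activated fibroblast and endothelial markers moved apart by 4.759 (standard error 0.545). At 1 day these 2 did not (-0.187, standard error 0.416), but neutrophil and endothelial markers moved apart by 4.826 (standard error 0.553), so at 1 day this rests on the neutrophil markers alone. These differences hold no Gpx4 value, so they do not tell how much of its fall comes from the mix of cells. What stays open is a lower share of cardiomyocytes together with the entry of cells that hold little Gpx4. A lower level within cardiomyocytes, with or without such entry, and reads shared with pseudogenes also stay open. Bulk FPKM can test none of these. The infarction, by which the 2 groups of each stage differ, remains as the biological explanation and was not tested apart from these.

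The direction of Gpx4 at 8 weeks, which turns with the scaling, was weighed next. Fewer reads taken by the most abundant genes may account for part of it: with the 100 most abundant sham genes left out and the rest scaled to equal totals, the median change of all genes at 8 weeks was 0.045 in place of 0.52 (0.072 in place of 0.79 at 1 week, -0.106 in place of 0.09 at 1 day), and Gpx4 was then -0.353 (standard error 0.163, limma adjusted p 0.0634). Equal totals with all genes kept account for another part, since they alone gave a median of 0.317 at 8 weeks and Gpx4 of 0.011 (standard error 0.123, limma adjusted p 0.938). A single library is argued against as the source of the positive sign, since the lowest value over all libraries left out in turn was 0.185, but the call was lost without 4 of 6 libraries, MI 1, MI 2, sham 1 and sham 2. Whether Gpx4 per cell was higher, lower or alike at 8 weeks stays open, as does the part of the tissue content, which differed between the MI libraries of that stage.

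The miRNAs changed at 1 day were weighed last, because the MI libraries of that stage held the fewest reads. Lower depth is argued against: thinned to 12094554 reads, the 6 libraries gave 221 changed miRNAs by edgeR, of which 217 were among the 224 with the same direction. Whether a few miRNAs that take most of the reads set the balance of directions stays open. The 10 most abundant held 67.26 to 67.82 percent of reads in MI and 71.43 to 73.17 percent in sham libraries. Leaving them out moved the share of higher miRNAs among the changed ones from 43.8 to 60.6 percent, so the balance depends on which miRNAs are in the table. The test set no direction in advance, so it does not tell how these miRNAs act on the balance. Also open is the entry of blood cells, which the design does not separate from a change within heart cells.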

How the results depend on the processing

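The alternatives chosen only after the values were seen are the authors' normalized values for mRNA and DESeq2, edgeR with RLE factors and edgeR with library totals only for the small RNA. Below, a gene or list counts as the same where it kept its direction and its side of the threshold. A result called neither before nor after also counts as the same, even where its sign turned. At 8 weeks this held after quantile normalization for the medians of reactive oxygen genes (0.2932 to -0.1087) and glutathione metabolism genes (0.3164 to -0.204). It also held for Nqo1 at 8 weeks, which was -0.3989 at its lowest. A number of genes counts as the same where it stayed within 1.5 times. After quantile normalization, these log2 fold changes turned to the other direction: Acaa1a -0.43 at 1 week and -0.26 at 8 weeks, Gclc -0.11 at 1 week, Gsta1 -0.65 at 1 week, Gstm2 -0.22 at 1 week, Hmox2 -0.24 at 1 week and -0.34 at 8 weeks, Gpx4 -0.11 at 8 weeks, Gstp1 -0.0764 at 8 weeks, Me1 -0.4039 at 8 weeks. These kept their direction but not their call: Car3 2.38 at 1 week, Cdh1 0.27 at 1 week and 0.23 at 8 weeks, Cfd 3.12 at 1 week, Gclm 0.12 at 1 week, reactive oxygen genes -0.63 at 1 week, Gclc 0.14 at 8 weeks, Gsr 0.16 at 8 weeks, Gstm1 0.21 at 8 weeks, Gstm2 0.11 at 8 weeks, Idh1 0.21 at 8 weeks, Slc7a11 0.24 at 8 weeks, Tpm1 -0.198 at 8 weeks, Txnrd1 0.0026 at 8 weeks, Zeb1 0.0135 at 8 weeks, glycolysis genes -0.56 at 8 weeks. These were called, unlike before: Gpx7 -0.44 at 1 day, Gsta3 -0.77 at 1 day, Fig. 8b genes 0.81 at 1 day and 1.75 at 1 week and 1.12 at 8 weeks, glycolysis genes 0.57 at 1 day, Gstp1 -0.6971 at 1 week, GPx family genes 2.42 at 1 week and 1.47 at 8 weeks, Gsta1 -0.73 at 8 weeks, Fig. 8a genes 0.21 at 8 weeks, interferon genes 0.26 at 8 weeks, Gpx4 stage difference 1 week against 1 day -0.44. The numbers of higher and lower genes moved to 5203 higher at 1 week, 5179 lower at 1 week, 3783 higher at 8 weeks, 5263 lower at 8 weeks. With median-ratio factors, these log2 fold changes turned to the other direction: Acaa1a -0.73 at 1 week and -0.47 at 8 weeks, Fth1 -0.43 at 1 week and -0.17 at 8 weeks, Gclc -0.0167 at 1 week, Gstm2 -0.61 at 1 week and -0.17 at 8 weeks, Hmox2 -0.59 at 1 week and -0.58 at 8 weeks, Prdx1 -0.13 at 1 week and -0.0440 at 8 weeks, splicing genes -0.0066 at 1 week, Gpx4 -0.42 at 8 weeks, Gstm1 -0.14 at 8 weeks, Gstp1 -0.3980 at 8 weeks, Me1 -0.63 at 8 weeks, Txnrd1 -0.15 at 8 weeks, Zeb1 -0.0405 at 8 weeks. These kept their direction but not their call: Car3 2.504 at 1 week, Cfd 3.14 at 1 week, Gclm 0.0730 at 1 week, Idh1 0.14 at 1 week and 0.0336 at 8 weeks, reactive oxygen genes -0.86 at 1 week, Gsr 0.16 at 8 weeks, Nfe2l2 0.1957 at 8 weeks, splicing genes 0.0067 at 8 weeks, Gpx4 stage difference 8 weeks against 1 day 0.36. These were called, unlike before: Gpx7 -0.33 at 1 day, Gsta3 -0.73 at 1 day, Prdx1 -0.18 at 1 day, Fig. 8b genes 0.9995 at 1 day and 1.75 at 1 week and 1.28 at 8 weeks, Gstp1 -1.14 at 1 week, GPx family genes 1.79 at 1 week and 1.33 at 8 weeks, interferon genes 0.36 at 8 weeks, Gpx4 stage difference 1 week against 1 day -0.94. The numbers of higher and lower genes moved to 5364 higher at 1 week, 5090 lower at 1 week, 4574 higher at 8 weeks, 4767 lower at 8 weeks. With the authors' normalized values, these log2 fold changes turned to the other direction: Acaa1a -0.44 at 1 week and -0.27 at 8 weeks, Gclc -0.11 at 1 week, Gsta1 -0.52 at 1 week, Gstm2 -0.22 at 1 week, Hmox2 -0.25 at 1 week and -0.35 at 8 weeks, Gpx4 -0.1024 at 8 weeks, Gstp1 -0.0783 at 8 weeks, Me1 -0.41 at 8 weeks. These kept their direction but not their call: Car3 2.37 at 1 week, Cfd 3.13 at 1 week, Gclm 0.12 at 1 week, reactive oxygen genes -0.65 at 1 week, Cdh1 0.2979 at 8 weeks, Gclc 0.14 at 8 weeks, Gsr 0.16 at 8 weeks, Gstm1 0.23 at 8 weeks, Gstm2 0.11 at 8 weeks, Idh1 0.22 at 8 weeks, Slc7a11 0.33 at 8 weeks, Tpm1 -0.18 at 8 weeks, Txnrd1 0.0026 at 8 weeks, Zeb1 0.0145 at 8 weeks, glycolysis genes -0.55 at 8 weeks. These were called, unlike before: Gpx7 -0.44 at 1 day, Gsta3 -0.76 at 1 day, Fig. 8b genes 0.83 at 1 day and 1.77 at 1 week and 1.11 at 8 weeks, glycolysis genes 0.55 at 1 day, Gstp1 -0.72 at 1 week, GPx family genes 2.49 at 1 week and 1.51 at 8 weeks, Gsta1 -0.63 at 8 weeks, Fig. 8a genes 0.22 at 8 weeks, interferon genes 0.27 at 8 weeks, Gpx4 stage difference 1 week against 1 day -0.44. The numbers of higher and lower genes moved to 5302 higher at 1 week, 5097 lower at 1 week, 3962 higher at 8 weeks, 5118 lower at 8 weeks. These scalings bring the median change of all genes close to 0 by their construction, and beyond that the cause was not tested.

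With camera and a correlation estimated from the libraries, the calls of these lists were lost while their medians stayed as they were, since this choice alters only the spread: glutathione metabolism genes -0.61 at 1 day and -0.0907 at 1 week, interferon genes 1.42 at 1 day and 1.45 at 1 week, interleukin 2 genes 2.25 at 1 day and 1.27 at 1 week and 1.16 at 8 weeks, fatty acid oxidation genes -1.39 at 1 day and -2.4995 at 1 week and -1.09 at 8 weeks, matrix genes 0.87 at 1 day and 3.83 at 1 week and 2.53 at 8 weeks, translation genes 0.63 at 1 day and 1.29 at 1 week and 1.17 at 8 weeks, splicing genes 0.62 at 1 day and 0.9017 at 1 week and 0.68 at 8 weeks, reactive oxygen genes -0.0139 at 1 week, glycolysis genes -0.46 at 1 week and -0.27 at 8 weeks. The rotation test fry, which asks whether a list changed at all rather than more than other genes, called these: Fig. 8a genes 1.07 at 1 day and 0.7997 at 1 week and 0.69 at 8 weeks, Fig. 8b genes 1.1019 at 1 day and 2.55 at 1 week and 1.77 at 8 weeks, glycolysis genes 0.32 at 1 day, GPx family genes 2.75 at 1 week and 1.97 at 8 weeks, reactive oxygen genes 0.29 at 8 weeks, glutathione metabolism genes 0.32 at 8 weeks, interferon genes 0.88 at 8 weeks. It lost glycolysis genes -0.27 at 8 weeks. The reactive oxygen genes at 1 week were called by fry as higher (adjusted p 0.00352), where camera had called them lower (0.00303). This turn was counted as the same. Without a filter, camera called GPx family genes 1.97 at 8 weeks, interferon genes 0.88 at 8 weeks, and limma lost Tpm1 -0.54 at 8 weeks. With each stage fitted alone, these were called: Gsta3 -0.61 at 1 day, Fig. 8b genes 1.1019 at 1 day, Slc7a11 0.38 at 1 week. These lost their call: Acaa1a 0.22 at 8 weeks, Cdh1 0.55 at 8 weeks, Eif4e -0.22 at 8 weeks, Gpx4 0.29 at 8 weeks, Rsad2 -0.3951 at 8 weeks, Tpm1 -0.54 at 8 weeks, where the cause was not tested. With a mean of at least 5 FPKM, fewer genes were tested, and changed genes numbered 5607 at 1 day, 3093 higher at 1 day, 2514 lower at 1 day, 6572 at 1 week, 5015 higher at 1 week, 5936 at 8 weeks, 4888 higher at 8 weeks, 5181 between 1 week against 1 day, 3624 between 8 weeks against 1 week, 4572 between 8 weeks against 1 day. With the replicate number as a block (replicate block) limma called 9013, 11484 and 10366 genes and edgeR 214, 308 and 283 miRNAs at the 3 stages, and the calls of Gpx3 at 1 day (-0.43) and Tpm1 at 8 weeks (-0.54) were lost. The numbers were not taken as pairs. Correlations of MI and sham libraries with the same number after removing group means were 0.166, 0.006 and 0.052 at 1 day, 0.29, -0.092 and 0.077 at 1 week and 0.031, 0.039 and 0.051 at 8 weeks for mRNA, and 0.179, -0.078 and -0.451, 0.224, -0.102 and 0.138, and 0.086, 0.095 and 0.053 for small RNA. Of the 18 MI libraries 10 correlated best with their own number, among them all 3 small RNA libraries of 8 weeks. Leaving out each library in turn, 2184 of the results were the same in this sense, 66 lost and 4 gained a call and 2 reversed. Gpx4 at 8 weeks ranged from 0.18 without MI 1 to 0.44 without MI 3, the reactive oxygen genes at 1 week from -0.0357 without MI 3 to 0.0146 without MI 2, turning positive also without sham 3 (0.0047), and the GPx family at 8 weeks from 1.735 without MI 3 to 2.16 without MI 1, and it was called by camera without MI 3 and without sham 3. Without the intensity trend all 331 mRNA results were the same in this sense, with 9045, 11484 and 10417 changed genes, and taking the row with the highest mean per symbol moved nothing, because no rows share a symbol. With a pseudocount of 0.1 no mRNA result lost its call, the numbers of changed genes were within 1.5 times (9367, 11526 and 10402, and 5419 for 8 weeks against 1 week), and Gsta3 -0.85 at 1 day, Slc7a11 1.69 at 1 week were called.

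For the small RNA, DESeq2 and edgeR with RLE factors each left all 39 results on the same side. edgeR with library totals only and limma on log2(RPM + 1) gave the same moved numbers, 201 higher at 1 day, 38 lower at 1 day, 60 lower at 1 week, 231 higher at 8 weeks, 68 lower at 8 weeks, and limma on log2(RPM + 10) gave 179 higher at 1 day, 38 lower at 1 day, 58 lower at 1 week, 225 higher at 8 weeks, 68 lower at 8 weeks. These scale by totals alone, and the cause was not tested. Without a filter edgeR called 160 higher at 1 day, 476 changed at 1 week, 307 higher at 1 week, 214 higher at 8 weeks, and with a mean of at least 50 RPM, where fewer miRNAs were tested, 111 changed at 1 day, 60 higher at 1 day, 51 lower at 1 day, 162 changed at 1 week, 84 higher at 1 week, 78 lower at 1 week, 158 changed at 8 weeks, 70 higher at 8 weeks, 88 lower at 8 weeks. The correlation of protein and mRNA log2 fold changes moved with at least 5 peptides to 0.239 (Pearson) and 0.236 (Spearman) at 1 day and 0.347 and 0.346 at 1 week, and with a pseudocount of 0.1 to 0.175, 0.197 and 0.316 (Pearson at 1 week); the cause was not tested. The depth of the mRNA libraries is unknown. The sham small RNA libraries of 1 day held 36691903 to 39054674 reads and the MI libraries 12094554 to 15999649. At these depths, simulated changes of 0.5 and 1 log2 were found for 64.2 and 92.5 percent of miRNAs. For mRNAs it was 41.8 and 88.1 percent. The 200 changes were planted among 358 miRNAs but among 12858 mRNAs, so the shares of the 2 RNA types cannot be compared.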

Differences from the paper's values

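The measured value in each case below is the ratio of MI to sham levels on the log2(FPKM + 1) scale, written as a signed fold (a ratio below 1 as its negative inverse), and the paper's value is the fold printed in Fig. 8a or Fig. 8b or the bar of Fig. 3f, read by eye. Of 114 values compared, 61 differ. Some of the gaps are small, so this number and those below depend on the margin allowed for values read by eye. The authors' deposited folds come from their normalized values and lie close to the printed ones. At 1 week they were 13.09 for Hmox1 and -3.055 for Me1, against about 13 and -3.1. Matches below with a single library left out therefore need not explain a gap. The test with the authors' normalized values was chosen only after the values were seen: under it all 61 fall within the paper's values, while 14 of the 103 calls for the genes the paper names are dropped, 1 is called in the other direction and 7 results not called before are called. For these, of the alternatives set before the data were examined, quantile normalization alone brings the value within the paper's, and the others run do not: Nfe2l2 2.3 at 1 week against about 1.5, Hmox1 18.7 at 1 week against about 13, Hmox2 1.27 at 1 week against about -1.2 and 1.08 at 8 weeks against about -1.3, Gstm1 -2.53 at 1 week against about -3.8, Gstm2 1.27 at 1 week against about -1.2 and 1.45 at 8 weeks against about 1.1, Gstp1 -1.4 at 1 day against about -1.6 and -1.13 at 1 week against about -1.7 and 1.24 at 8 weeks against about -1.1, Pgd 4.49 at 1 week against about 3.0, Me1 -1.83 at 1 week against about -3.1 and 1.04 at 8 weeks against about -1.3, Idh1 2.11 at 1 week against about 1.4, Gclm 1.92 at 1 week against about 1.1, Gclc 2.36 at 1 day against about 2.0 and 1.7 at 1 week against about -1.1, Txn1 2.34 at 1 week against about 1.7, Txnrd1 2.17 at 1 week against about 1.4, Zeb1 2.4 at 1 week against about 1.5, Zeb2 5.03 at 1 week against about 3.1, Snai1 4.1 at 1 day against about 3.4, Cdh2 -1.27 at 1 week against about -1.9 and -1.26 at 8 weeks against about -1.7, Cdh1 1.56 at 1 week against about 1.2 in Fig. 8a and Fig. 8b, read by eye. For these both quantile normalization and median-ratio factors do, and the others do not: Hmox2 -1.15 at 1 day against about -1.3, Gsta3 -2.18 at 1 week against about -2.8, Gstm1 -2.76 at 1 day against about -3.2, Nqo1 -2.25 at 1 week against about -4.1 and 1.21 at 8 weeks against about -1.2, G6pdx 5.55 at 1 week against about 3.4, Me1 -1.87 at 1 day against about -2.2, Gclm 1.78 at 8 weeks against about 1.2, Gclc 1.74 at 8 weeks against about 1.1, Gsr 2.14 at 1 week against about 1.2 and 1.72 at 8 weeks against about 1.1, Txnrd1 1.43 at 8 weeks against about 1.0, Zeb1 1.61 at 1 day against about 1.4 and 1.52 at 8 weeks against about 1.0, Twist1 6.29 at 1 week against about 3.6, Twist2 2.19 at 1 week against about 1.4 and 1.92 at 8 weeks against about 1.3, Snai1 10.9 at 1 week against about 6.7, Snai2 -1.46 at 1 day against about -1.6 and 5.84 at 1 week against about 3.4, Cd44 8.39 at 1 week against about 5.3 in Fig. 8a and Fig. 8b, read by eye. 

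For these none of the alternatives set in advance does: Gsta1 1.08 at 1 week against about -1.4, Slc7a11 1.3 at 1 week against about 1.1 in Fig. 8a, read by eye. Gstm1 1.48 at 8 weeks against about 1.2, Prdx1 1.59 at 8 weeks against about 1.3 in Fig. 8a, read by eye, with the value within the paper's under quantile normalization and without MI 3, and not under the others. G6pdx 3.83 at 1 day against about 3.2, Txn1 2.08 at 1 day against about 1.8 in Fig. 8a, read by eye, with the value within the paper's under quantile normalization, median-ratio factors, without MI 2 and without sham 1, and not under the others. Txn1 2.24 at 8 weeks against about 1.7, Zeb2 2.55 at 8 weeks against about 1.6 in Fig. 8a and Fig. 8b, read by eye, with the value within the paper's under quantile normalization, median-ratio factors and without MI 3, and not under the others. Gpx7 3.31 at 8 weeks against about 2.2 in Fig. 3f, read by eye, with the value within the paper's under quantile normalization, median-ratio factors, without MI 3 and without sham 1, and not under the others. Nfe2l2 2.14 at 1 day against about 1.9 in Fig. 8a, read by eye, with the value within the paper's under quantile normalization, median-ratio factors, without MI 2, without MI 3 and without sham 2, and not under the others. Fth1 2.24 at 1 day against about 3.2 in Fig. 8a, read by eye, with the value within the paper's under quantile normalization and without MI 1, and not under the others. Gsta3 -1.52 at 1 day against about -1.7 in Fig. 8a, read by eye, with the value within the paper's under a pseudocount of 0.1, quantile normalization, median-ratio factors, without MI 1 and without sham 1, and not under the others. Gclm 2.02 at 1 day against about 1.8 in Fig. 8a, read by eye, with the value within the paper's under quantile normalization, median-ratio factors and without sham 1, and not under the others. Prdx1 -1.03 at 1 day against about -1.1 in Fig. 8a, read by eye, with the value within the paper's under quantile normalization, median-ratio factors, without MI 2 and without sham 2, and not under the others. Zeb2 2.15 at 1 day against about 1.8 in Fig. 8b, read by eye, with the value within the paper's under quantile normalization, median-ratio factors, without MI 2, without MI 3 and without sham 1, and not under the others. 

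The filter of a mean of at least 5 FPKM leaves 90 of the values, of which 48 differ. The number of the 114 that differ is 2 after quantile normalization and 41 with median-ratio factors. It is 61 with each stage alone, without a filter, without the trend and with the replicate block, 81 with a pseudocount of 0.1, and 59 to 79 when single libraries are left out. The paper shows Gpx4 mRNA at 8 weeks slightly below sham in Fig. 3d, while its level here was 1.22 times the sham level, and -0.11 log2 after quantile normalization. The paper states that other GPx family members were increased, and 4 of 4 were at 1 week and 8 weeks, but at 1 day Gpx3 fell (-0.43 log2), a call that is lost without MI 2, MI 3 or any sham library and with the replicate block (limma adjusted p 0.0544). The paper states that Gstm, Nqo1 and Me1 genes were downregulated, and Gstm1, Nqo1 and Me1 were at 1 day and 1 week, while Gstm2 was higher at 1 week (0.34 log2, and -0.22 after quantile normalization). At 8 weeks Me1 was not called on the main values but was called lower under the 3 other scalings (-0.40, -0.63 and -0.41). For GPX4 the paper's table of proteins gives MI over sham folds of 0.993, 0.643 and 1.292 at the 3 stages. The table thus shows almost no change at 1 day, where the paper describes a decrease from Fig. 3a. At 1 day the paper lists Pln and Gbp6 among the up-regulated proteins, while their mRNAs fell here. From proteins the paper describes inhibition of translation and RNA splicing at the late stage. Most mRNAs of the translation and splicing lists were higher at 8 weeks, those for splicing not with median-ratio factors. Protein values were not measured again here.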

Other observations

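The authors' normalized values, 1 of the other scalings below, were chosen only after the values were seen. The 3 MI libraries of 8 weeks differed in tissue content: 8 adipocyte markers had mean log2(FPKM + 1) of 2.037, 6.045 and 7.403 against 1.892 to 2.014 in sham libraries, and MI 3 also held the most mesothelial (4.639) and skeletal muscle (5.8) markers. MI 2 held the most of the 2 tested lung markers (3.892, against 1.362 and 1.957 in the other 2 and 0.147 to 0.22 in sham) and of the epithelial genes Cdh1, Cldn7 and Muc1. The list medians for adipocyte markers were 0.03, 0.94 and 3.61 with 0, 2 and 6 of 8 higher and 1, 2 and 0 lower (camera adjusted p 0.737, 0.0731 and 0.908). For mesothelial markers they were 0.13, 1.74 and 2.59 with 2, 9 and 10 of 10 higher (camera 0.737, 0.92 and 0.246), and for skeletal muscle -0.12, 0.91 and 2.36 with 0, 1 and 6 of 6 higher (camera 0.737, 0.441 and 0.932). Under other scalings 6 of 8 adipocyte, 9 or 10 of 10 mesothelial and 3 to 5 of 6 skeletal muscle markers were higher at 8 weeks, and 4 to 7 mesothelial markers at 1 week.

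Of other cell types, 15 resting fibroblast markers had medians of -0.23, 2.33 and 2.49 with 3, 11 and 14 higher and 5, 1 and 0 lower (camera adjusted p 0.462, 0.336 and 0.00646, the last 0.861 with an estimated correlation). Endothelial markers had 8, 10 and 5 of 15 higher and 3, 2 and 3 lower (camera 0.538, 0.305 and 0.117), but 7/5 to 8/5, 2/10 to 3/7 and 2/10 to 4/7 under other scalings, so the balance turns at the later stages. Mural cell markers had medians of -0.11, 0.73 and 0.89 (camera 0.243, 0.697 and 0.744; -0.16 to -0.03 at 1 week under other scalings), T cell 0.32, 0.98 and 0.71 (0.369, 0.203 and 0.336) and B cell 0.66, 1.50 and 1.96 (0.543, 0.775 and 0.26). Atrial markers had -0.21, 1.01 and 1.29 (camera 0.737, 0.861 and 0.717), Schwann cell -0.17, 1.09 and 0.92 (0.508, 0.92 and 0.708), erythroid 0.80, -0.31 and 0.63 (0.543, 0.073 and 0.357; -0.03 to 0.19 at 8 weeks under other scalings) and lung 2.01, 1.74 and 2.21 (0.376, 0.861 and 0.543). Neutrophil markers, after their peak, had medians of 0.86 and 0.80 with 9 and 8 of 13 higher (camera 0.994 and 0.865), but 3 to 5 higher at both stages under other scalings.

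Of 31 ferroptosis genes, 15 were higher and 9 lower at 1 day, 16 and 9 at 1 week and 19 and 6 at 8 weeks, with 14/12, 12/15 to 14/15 and 12/13 to 12/14 under other scalings, so the balance turns at the later stages (camera adjusted p 0.4, 0.0697 and 0.186). Ptgs2, an enzyme of prostaglandin synthesis often used as a sign of ferroptosis, rose by 4.77, 1.84 and 1.04 log2, and Acsl1, an acyl-CoA synthetase of heart muscle, fell by 2.16 and 1.16 at 1 day and 8 weeks. Of 30 iron genes, 14, 26 and 23 were higher and 3, 2 and 1 lower, with 12/6 to 13/6, 12/9 to 17/5 and 14/8 to 14/12 under other scalings (camera adjusted p 0.148, 0.336 and 0.717). Of 28 selenoprotein genes, 12, 22 and 20 were higher and 8, 4 and 1 lower (camera 0.814, 0.697 and 0.147). Under other scalings the splits were 7/11 to 11/10, 12/12 to 13/11 and 12/11 to 13/10, so the excess of higher genes is not kept.

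Inflammatory cytokine genes had medians of 3.92, 1.84 and 1.54 with 39, 35 and 34 of 39 higher (camera adjusted p 2.68e-14, 0.108 and 0.0795, the first 0.678 with an estimated correlation). Hypoxia genes had 1.44, 0.94 and 0.60 with 20, 16 and 15 of 25 higher and 1, 8 and 8 lower (camera 1.44e-05, 0.16 and 0.0744, the first 0.472 with an estimated correlation), the later 2 as lower than other genes. Under other scalings they had 18/1, 12/10 to 13/10 and 6/10 to 9/10, with medians of 0.01 to 0.05 at 8 weeks. Cell death genes had 1.56, 1.59 and 0.85 with 30, 34 and 32 of 36 higher and 3, 1 and 0 lower (camera 1.03e-05, 0.0124 and 0.0795, with an estimated correlation 0.841 and 0.877), and 28 to 30, 28 or 29 and 16 to 20 higher under other scalings. Proliferation genes had 0.06 and 0.74 at 1 day and 8 weeks with 6, 30 and 28 of 30 higher and 2, 0 and 1 lower (camera 0.814, 0.000179 and 0.146, at 1 week 0.877 with an estimated correlation), and heart stress genes 1.97 and 0.14 at 1 day and 1 week with 9, 5 and 10 of 15 higher and 1, 3 and 1 lower (camera 0.0556, 0.135 and 0.717). Under other scalings the proliferation genes had 4/4 to 5/3, 29/0 to 29/1 and 9/3 to 23/1, and the heart stress genes 9/1, 3/6 to 4/3 and 8/2 or 8/3, with medians of -0.48 to -0.05 at 1 week. The cytokine genes had 39/0, 27/2 to 28/1 and 26/1 to 30/1. Of 111 tests of a list at a stage, 40 were called by camera with the preset correlation, and camera with an estimated one gave adjusted p of 0.344 to 0.918 for these. Of the 111, 18 differed in sign between median and camera, and 22 between mean and camera.

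Across genes, log2 fold changes of mRNA and of protein, taken from the paper's table, correlated by 0.181 (Pearson) and 0.207 (Spearman) over 1226 genes at 1 day and 0.304 and 0.300 over 1190 at 1 week. In the authors' comparisons, 10206, 10622 and 1763 of 16415 mRNAs had a deposited adjusted p (Welch) below 0.05 at the 3 stages. So had 163, 385 and 272 of 624 miRNAs, for which the test behind the p-values was not checked. miR-6240 and miR-2137, which are not established heart or blood miRNAs, rose by 7.93 and 7.79 log2 at 1 day, and miR-199a-3p and miR-199b-3p have the same values in all libraries because they share reads. No further hypothesis was tested.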
